# Simultaneous B and T cell acute lymphoblastic leukemias in zebrafish driven by transgenic MYC: implications for oncogenesis and lymphopoiesis

**DOI:** 10.1038/s41375-018-0226-6

**Published:** 2018-08-15

**Authors:** Chiara Borga, Gilseung Park, Clay Foster, Jessica Burroughs-Garcia, Matteo Marchesin, Rikin Shah, Ameera Hasan, Syed T. Ahmed, Silvia Bresolin, Lance Batchelor, Teresa Scordino, Rodney R. Miles, Geertruy te Kronnie, James L. Regens, J. Kimble Frazer

**Keywords:** Cancer models, Oncogenes, Acute lymphocytic leukaemia

## Abstract

Precursor-B cell acute lymphoblastic leukemia (pre-B ALL) is the most common pediatric cancer, but there are no useful zebrafish pre-B ALL models. We describe the first highly- penetrant zebrafish pre-B ALL, driven by human *MYC*. Leukemias express B lymphoblast-specific genes and are distinct from T cell ALL (T-ALL)—which these fish also develop. Zebrafish pre-B ALL shares in vivo features and expression profiles with human pre-B ALL, and these profiles differ from zebrafish T-ALL or normal B and T cells. These animals also exhibit aberrant lymphocyte development. As the only robust zebrafish pre-B ALL model and only example where T-ALL also develops, this model can reveal differences between *MYC*-driven pre-B vs. T-ALL and be exploited to discover novel pre-B ALL therapies.

## Introduction

Acute lymphocytic leukemia (ALL), a common cancer and the most prevalent childhood malignancy, comprises >25% of pediatric neoplasia in the U.S., with ~85% being pre-B ALL [1, 2]. Relapses are all-too-common, making ALL the highest cause of pediatric cancer-related death [3]. Thus, there is a dire need for animal models of pre-B ALL to identify new molecular targets and discover new therapies, but efforts are impeded by a lack of in vivo models amenable to genetic and drug screens.

Zebrafish (*Danio rerio*) provide one potential solution, since they can model human leukemias accurately [4], have practical advantages (genetic tractability, high-throughput screens, cost), and share hematopoietic, oncogenic, and tumor suppressive pathways with humans [5]. These features permitted the creation of several zebrafish T cell ALL (T-ALL) models that mimic the human disease [6–10], which subsequently led to key findings in T-ALL genetics, disease progression mechanisms, and signaling [11–16], as well as facilitating screens for new treatment agents [17, 18].

However, despite the even greater clinical impact of pre-B ALL, effective zebrafish models lag behind. A single report of zebrafish B-ALL using transgenic *ETV6-RUNX1* [19] had low penetrance and long latency (~3% by 1 year), and no subsequent reports with this or any other B-ALL model exist.

Here we utilized a cell-specific fluorophore, *lck*:*eGFP* [20], that labels zebrafish B and T cells differentially to discover the first robust *D. rerio* B-ALL model. Surprisingly, B-ALLs occur in an already-established T-ALL model driven by transgenic human *MYC* [10], and they are so prevalent that many animals actually have coincident B-ALL and T-ALL. An intensive investigation of this new model using several approaches revealed a number of important findings. First, *hMYC*-induced B-ALL are pre-B subtype, express immature B cell transcripts, and like human pre-B ALL, spread aggressively to lymphoid and non-lymphoid tissues. Second, pre-B ALL express low levels of *lck*, and thus are dimly-fluorescent in these animals, unlike the brightly-fluorescent T-ALL of this model. Low *LCK* expression is conserved in human pre-B ALL. Third, in addition to their differential *lck*:*eGFP* expression, we report a two-gene classifier that distinguishes pre-B from T-ALL in *hMYC* fish. Finally, expression profiles of zebrafish pre-B ALL, T-ALL, and normal B and T cells revealed abnormal lymphopoiesis that may underlie the molecular pathogenesis of *hMYC*-driven ALL. In summary, we report a novel and robust pre-B ALL model, the first in zebrafish. Besides its value for genetic and drug screens, to our knowledge, *hMYC* fish represent the only animal model that develops both pre-B and T-ALL, providing a unique tool to explore molecular mechanisms of both human ALL types in the same genetic context, or even the same animal.

## Materials and methods

Zebrafish care and microscopy, FACS and flow cytometry analysis, qRT-PCR, RNA-microarrays, H&E, IHC, and WB analysis used standard techniques (see supplementary for details). Microarrays Data deposited at NCBI GEO repository GSE109437 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE109437).

### RNAscope-ultrasensitive in situ hybridization (RNA-ISH)

RNAscope (Advanced Cell Diagnostics-ACD, Hayward, CA, USA) fluorescent-field ISH used to detect *hMYC*, *cd79b*, and *lat* mRNA in fish sections. Procedure performed using the Multiplex-Fluorescent-Detection-Kit-v2 (#323110), according to manufacturer instructions (https://acdbio.com/). RNAscope probes used to specifically detect *human MYC* (#311761-C2), *D. rerio cd79b* (#511481) and *lat* (#507681). Probe labels (PerkinElmer, Waltham, MA, USA) as follows: TSA-Plus-Cyanine-3 (#NEL744001KT) for *hMYC* (yellow fluorescence), TSA-Plus-Cyanine-5 (#NEL745001KT) for *cd79b* (red), and TSA-Fluorescein (#NEL701A001KT) for *lat* (green). Slides imaged and analyzed using an Operetta High-Content Imaging System (PerkinElmer) and Harmony 4.1 software.

### Nanostring nCounter gene expression profiling

GEPs of FACS-purified GFP^lo^ and GFP^hi^ cell populations were quantified using a 96-gene Custom CodeSet according to manufacturer instructions (Nanostring nCounter Technologies, Seattle, WA, USA). Genes quantified using an nCounter Digital Analyzer and analysed using nSolver v3.0 software. Background thresholds defined by counts from a no-RNA blank that were subtracted from each sample. Raw counts were normalized to spiked-in positive control probes and housekeeping genes (*β-actin*, *eef1a1l1,* and *gapdh*), as suggested by the manufacturer. nSolver *t*-tests used to compare groups and identify differentially-expressed genes (FDR ≤ 0.05).

## Results

### Human *MYC* induces two zebrafish ALL types with distinct expression signatures

Mammalian *Myc*/*MYC* transgenes driven by a *D. rerio rag2* promoter induce zebrafish T-ALL [6, 10]. To detect and monitor ALL progression, we built double-transgenic fish by crossing Tg(*rag2:hMYC*) to Tg(*lck:eGFP*) fish, where a zebrafish *lck* promoter controls GFP expression [20].

Henceforth, we refer to this double-transgenic line as *hMYC;GFP*. The original report with *hMYC-*transgenic fish utilized tamoxifen to augment MYC activity via its fusion to a modified estrogen receptor;[10] in our study tamoxifen was not used. To study T-ALL in our system, we performed RNA microarray on FACS-purified GFP^+^ cells dissected from the bodies of 10 *hMYC;GFP* fish and 3 *hlk* fish [9], another zebrafish T-ALL model (see Fig. 1A for example animals).

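The arrays measured GFP+ ALL cells sorted from the bodies of 13 adult fish, with 1 fish per array according to the sample labels. The labels name 3 arrays of *hlk* T-ALL, 4 of *hMYC-1* ALL and 6 of *hMYC-2* ALL. In *hMYC;GFP* fish, human MYC is made under the *rag2* promoter, which is active in immature lymphocytes, and GFP under the *lck* promoter, so the sort took cells that made GFP. *hlk* is another zebrafish line that develops T-ALL. RNA was amplified from its 3′ end and hybridized to the Affymetrix Zebrafish Genome Array. The authors deposited log2 values per probe set, made with justRMA over the whole dataset, so background correction and quantile normalization are already in the values. After 115 control probe sets were left out, 15502 were tested. Of these, 10795 carry 1 gene symbol in the annotation used here, 135 carry several and 4572 carry none, and genes are named only from those with 1 symbol. These name 8793 genes, and each of the 1539 genes with more than 1 probe set is shown by the one with the highest mean over the 13 arrays. Values ran from 1.97 to 14.67 (log2), and the medians of the arrays from 4.97 to 5.09. The tag controls, which match no zebrafish transcript, read between 2.69 and 5.68, so a level up to 5.68 cannot be told from background. Where every array of 1 group is at or under 5.68, the difference from the other group is given as at least the other group's mean minus 5.68. Pearson correlations between arrays, across probe sets, ran from 0.955 to 0.975 within *hlk*, from 0.977 to 0.989 within *hMYC-1* and from 0.983 to 0.992 within *hMYC-2*. In *hlk* replicate 1, the 3′ probe set of the control gene *GAPDH* read 4.69 (log2) above its 5′ probe set, against 1.09 to 2.49 in the other 12 arrays, and a wide 3′ to 5′ gap is a sign of degraded RNA. Groups were compared with limma in 1 fit over the 13 arrays, which pools the estimate of spread because *hlk* has only 3 arrays, and p-values were adjusted over all probe sets by Benjamini-Hochberg with a threshold of 0.05. The same *hlk* arrays serve each comparison with *hlk*, and the number of arrays limits the precision.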

**Fig. 1:**
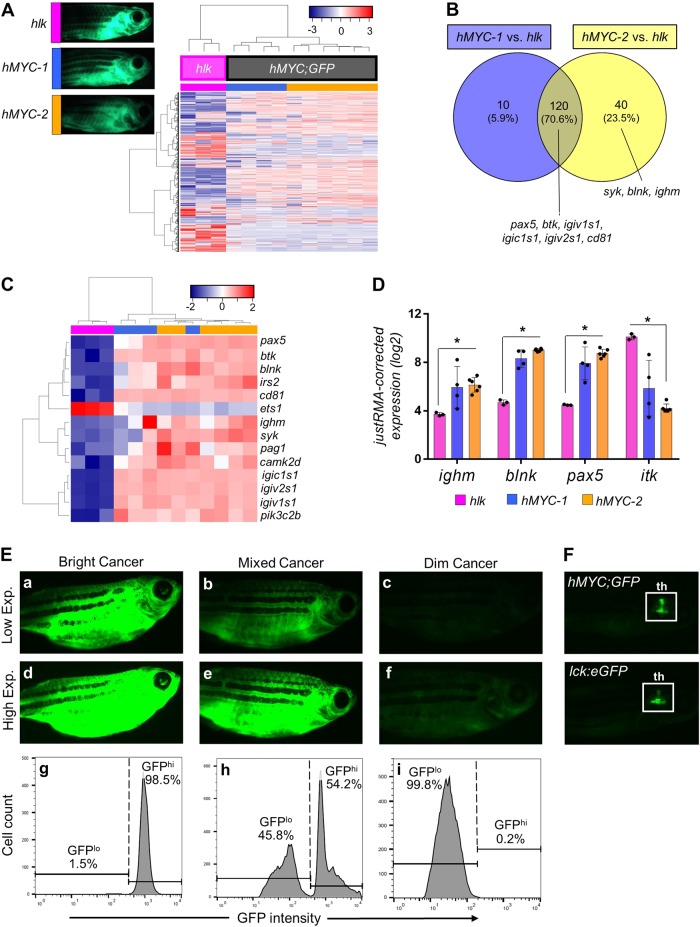
**Two ALL types in*hMYC* zebrafish with differing fluorescence intensities**. **A** Unsupervised analysis of 10 *hMYC* (grey) and 3 *hlk* (magenta) ALL, using highest-variance probes. *hMYC* ALL cluster into *hMYC-1* (blue) and *hMYC-2* (orange) groups. Representative fluorescent images of fish with ALL from each group shown at upper left. **B** Venn diagram of 170 over-expressed genes in *hMYC* ALL compared to *hlk* T-ALL. Genes up-regulated by both *hMYC-1* and −2 (*n* = 120) reside in the intersection, including six B cell-specific genes listed below the Venn diagram. Three other B cell-specific genes over-expressed by only *hMYC-2* ALL are listed below the yellow circle. **C** Unsupervised analysis using B cell-specific genes. **D** Expression of *ighm*, *blnk, pax5* and *itk* in *hlk*, *hMYC-1* and *hMYC-2* ALL. Each gene is significantly differentially expressed in *hlk* T-ALL vs. *hMYC-2* ALL (Mann–Whitney test, *p-value < 0.05). Expression values are log_2_ scale, normalized against the entire microarray dataset using the justRMA algorithm. Results shown as mean values ± standard deviation (S.D.). **E** Left: “bright” ALL, shown using low and high exposure settings (**a**, **d**). Cells are GFP^hi^ by flow cytometry (**g**). Right: “dim” ALL, using low and high (**c**, **f**) exposures. Cells are GFP^lo^ (**i**). Center: Fish with mixed-ALL (**b**, **e**), with discrete GFP^lo^ and GFP^hi^ populations (**h**). **F** Images of control *hMYC;GFP* (upper) and *lck:eGFP* (lower) fish with only thymic (th) fluorescence

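Most probe sets that were higher in 1 *hMYC* group than in *hlk* T-ALL were also higher in the other. In limma's test, 2909 probe sets changed in *hMYC-1* ALL (1416 higher, 1493 lower) and 3822 in *hMYC-2* ALL (1704 higher, 2118 lower). Of those higher, 1219 were shared, 197 passed only in *hMYC-1* and 485 only in *hMYC-2*. The shrinkage t that the study names was written here from the published formulas, and is not the study's own run. With it the imbalance between 197 and 485 turned round, with 240 only in *hMYC-1* and 112 only in *hMYC-2*. The study's own Fig. 1B, read by eye, has more genes only in *hMYC-2* than only in *hMYC-1*, the direction of limma's test. As named genes in limma's test, 834 were higher in both, 136 only in *hMYC-1* and 313 only in *hMYC-2*, a union of 1283. Passing in 1 group only does not show a difference between the groups. Of the 485 probe sets, 32 also differed between *hMYC-2* and *hMYC-1*, and of the 197, 5 did. Of those lower, 1258 were shared, 235 passed only in *hMYC-1* and 860 only in *hMYC-2*, and 2 probe sets were called in opposite directions. Over all 15502 probe sets, every array of 1 group lay above or below every array of the other for 3592 (*hMYC-1* and *hlk*) and 3589 (*hMYC-2* and *hlk*), where chance gives 5.71% and 2.38%. Both comparisons use the same 3 *hlk* arrays. In 100 simulated datasets with unchanged groups, both *hMYC* groups were compared with the same simulated *hlk* arrays, and no probe set was higher in both. This was nearly fixed in advance, since a mean of only 0.01 and 0.02 probe sets passed as higher in *hMYC-1* and *hMYC-2*. At limma's unadjusted p under 0.05, 1751 probe sets were higher in both, against a simulated mean of 118.91 and at most 142. The simulated noise was independent between probe sets and held no array-wide shift, so that maximum may understate the spread on real arrays. Independent lists of the sizes called would share 155.6 of the higher ones. The correlation of the log2 fold changes across probe sets, which are not independent replicates, was 0.917 against a simulated 0.616, and their covariance 0.530 against a simulated 0.0328. The *hlk* arrays are too few to be split, so part of the excess in overlap and correlation may come from the shared controls. With the replicate number as a block, 2395 probe sets changed in *hMYC-2*. When each array was shifted to equal means of the housekeeping genes *actb1*, *eef1a1l1* and *gapdh*, the share of higher ones among the changed probe sets was 74.9% in place of 48.7% in *hMYC-1* and 66.2% in place of 44.6% in *hMYC-2*. With a 2-fold minimum and no shift, that share was 55.3% in *hMYC-1* and 59% in *hMYC-2*, so the balance of higher and lower depends on the threshold.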

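For *pax5* and *blnk*, every *hMYC-2* array read higher than every *hlk* array, which gives p = 0.0238 for each gene in an exact two-sided permutation test of the means, the smallest p that 6 arrays against 3 allow. Between *hMYC-1* and *hlk* the arrays did not overlap either, and p = 0.0571 in the same exact test is the smallest that 4 arrays against 3 allow, so that comparison cannot pass 0.05. Between *hMYC-2* and *hMYC-1*, the exact permutation test gave p = 0.0476 for *pax5* and p = 0.21 for *blnk*, where the smallest possible p is 0.00952. The exact Mann–Whitney test gave p = 0.0667 and p = 0.233 for these. Of the other genes tested this way, *cxcr4a* and *cxcr4b*, which encode receptors of the chemokine CXCL12, were higher in every *hMYC-2* array than in every *hMYC-1* array (p = 0.00952 for each, exact permutation test). *btk* and *cd81a* showed no such separation (p = 0.59 and p = 0.962, exact permutation test). These p-values are not adjusted for the number of genes. *hMYC-1* and *hMYC-2* were made by clustering these arrays, so the p-values between them describe the split and are not independent evidence for it. The *pax5* difference between *hMYC-2* and *hMYC-1* no longer passed after the shift to equal housekeeping genes (p = 0.143, exact permutation test).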

Unsupervised analysis divided *hlk* and *hMYC;GFP* malignancies precisely, emphasizing fundamental differences in ALL from different *D. rerio* models (Fig. 1A). 

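*hMYC* and *hlk* ALL differed at 3949 of the 15502 probe sets in limma's test, 1798 higher and 2151 lower in the 10 *hMYC* arrays. *ncf1*, which encodes a subunit of the phagocyte NADPH oxidase, rose in both *hMYC* groups. It was within background in *hlk*, at 3.46 ± 0.22 (log2, S.D., n = 3), and read 11.19 ± 0.14 (n = 4) in *hMYC-1* and 11.41 ± 0.36 (n = 6) in *hMYC-2*. *igl1c1*, an immunoglobulin light chain constant gene, rose by at least 6.41 (limma's adjusted p = 4.41e-12) in *hMYC-1* and by at least 6.33 (adjusted p = 1.98e-12) in *hMYC-2*. *cdh2*, which encodes N-cadherin, was within background in both *hMYC* groups and lower by at least 4.35 than in *hlk* (limma's adjusted p = 6.42e-07 in *hMYC-1* and 1.13e-07 in *hMYC-2*). So was *wnt11*, a Wnt ligand gene, lower by at least 2.48 (adjusted p = 1.67e-08 and 2.45e-09 from limma). *sv2bb*, a synaptic vesicle protein gene, and *b3gnt5a*, a glycosyltransferase gene, were within background in *hMYC-2* and lower by at least 4.00 and at least 4.67 (adjusted p = 1.39e-05 and 1.73e-05 from limma). The zebrafish *MYC* ortholog *myca* read 10.56 ± 0.07 (S.D., n = 3) in *hlk*, 4.99 ± 1.09 (n = 4) in *hMYC-1* and 6.82 ± 0.23 (n = 6) in *hMYC-2*, with limma's adjusted p = 1.58e-06 and 1.97e-05 against *hlk*. On the 1000 probe sets with the highest variance, Ward clustering joined the *hlk* and *hMYC* branches at a height of 168, against 64.3 for the next join, and all 13 arrays fell as labelled. The first principal component of these probe sets held 64.4% of the variance and the second 10.7%. Of the 15502 probe sets, 2426 had no overlap between the *hMYC* and the *hlk* arrays, where chance gives 0.7%. Shifting the arrays to equal housekeeping genes moved the share of higher ones among the changed probe sets from 45.5% to 69.8%. A 2-fold minimum without the shift moved it to 58.6%.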

Unexpectedly, *hMYC;GFP* ALL also clustered into two subgroups with distinct gene expression profiles (GEPs).

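Genes that respond to acute stimulation were higher in *hMYC-2* than in *hMYC-1* ALL, and mitotic genes leaned lower. In limma's test 83 probe sets differed, 65 higher and 18 lower in *hMYC-2*, naming 62 genes. *fosl2*, an AP-1 transcription factor gene, rose. It read 5.03 ± 0.62 (log2, S.D., n = 4) in *hMYC-1*, where 1 of the 4 arrays was above background, 9.62 ± 0.59 (n = 6) in *hMYC-2* and 6.17 ± 0.30 (n = 3) in *hlk* (difference 4.59, standard error 0.32, limma's adjusted p = 7.51e-05). *sik1*, a salt-inducible kinase gene, was higher by 3.80 (standard error 0.59, limma's adjusted p = 0.0101), with 2 of the 4 *hMYC-1* arrays above background. Of 25 measured genes of a list of immediate early and dissociation stress genes, which cells switch on soon after a stimulus or on leaving the tissue, 4 rose and none fell, and 18 rose when adjusted over the list alone (camera's adjusted p = 3.32e-23, and adjusted p = 0.0505 with an estimated correlation). The 4 were *jun* (3.35, standard error 0.43, limma's adjusted p = 0.00258), *dusp5* (3.25, 0.28, 0.000191, with 1 of the 4 *hMYC-1* arrays above background), *junbb* (2.12, 0.34, 0.0138) and *klf6a* (1.35, 0.19, 0.0057). The list's mean log2 level relative to *hlk* was 1.13 to 1.71 in the *hMYC-2* arrays and 0.27, −0.82, −1.10 and 0.57 in *hMYC-1* replicates 1 to 4. None of 33 genes of mitosis passed over all probe sets, and 23 were lower and none higher when adjusted over the list alone (camera's adjusted p = 1.47e-13, and adjusted p = 0.325 with an estimated correlation). Examples are the mitotic kinesin gene *kif11* (−1.26, standard error 0.31, limma's adjusted p = 0.131) and the kinase gene *plk1* (−1.02, standard error 0.30, adjusted p = 0.203). Of 22 genes of the unfolded protein response and secretion, none passed over all probe sets and 5 were higher when adjusted over the list alone (camera's adjusted p = 5.04e-07, and adjusted p = 0.0597 with an estimated correlation), and the chaperone gene *hspa5* was at 1.10 (standard error 0.26, limma's adjusted p = 0.107). Of 23 glycolysis genes, only *ldha*, which encodes lactate dehydrogenase A, rose, by 1.13 (standard error 0.22, limma's adjusted p = 0.048), also when adjusted over the list alone (camera's adjusted p = 0.0134, and adjusted p = 0.4 with an estimated correlation). *sox19a*, an SRY-box transcription factor gene, fell by 1.02 (standard error 0.15, limma's adjusted p = 0.00636). The groups were themselves made by clustering these arrays, so the tests describe the split and are not independent evidence for it. The count of 83 was 25 with the replicate number as a block and 153 with array weights. It was 40 without *hMYC-1* replicate 3 and 48 without this array and *hlk* replicate 1 (a setting chosen after seeing the data).

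**Figure D1:**
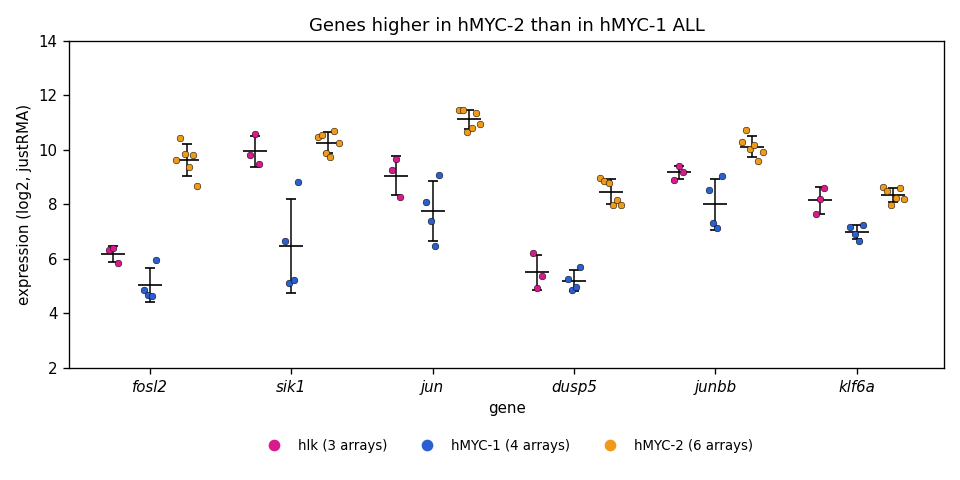
Log2 level (y-axis) of *fosl2*, *sik1*, *jun*, *dusp5*, *junbb* and *klf6a* on each array of *hlk*, *hMYC-1* and *hMYC-2* ALL (x-axis), with 1 point per array and the mean ± S.D. beside the points. For each gene the 6 *hMYC-2* arrays lie above the 4 *hMYC-1* arrays, and *sik1* and *jun* spread most within *hMYC-1* (S.D. 1.72 and 1.11).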

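Distance from *hlk* T-ALL varied within the ALL labelled *hMYC-1*. On the 1000 probe sets with the highest variance, *hMYC-1* replicates 3 and 4 lay at a Euclidean distance (log2 units) of 73.5 and 77.6 from the mean of the *hlk* arrays, and replicates 1 and 2 at 83.2 and 83.3. Of the 6 *hMYC-2* arrays, 5 lay between 82.5 and 86.3 and replicate 5 was slightly closer. Group means were 79.4 ± 4.73 (S.D., n = 4) for *hMYC-1* and 83.1 ± 1.75 (n = 6) for *hMYC-2*, a difference of −3.71 that did not pass an exact two-sided permutation test (p = 0.2). The *hlk* arrays themselves lay at 26.4, 26.4 and 34.8 from their mean, with replicate 1 the farthest. This distance was not among the planned tests and was chosen after the clustering had been seen.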

To further investigate these groups, we used *hlk* T-ALL as a reference and designated the 4 ALL closest to *hlk* as *hMYC-1*, and the 6 ALL at the far right as *hMYC-2* (blue and orange samples in Fig. 1A).

Separate comparisons of *hMYC-1* or *hMYC-2* vs. *hlk* ALL revealed that B cell-specific genes were up-regulated by both types of *hMYC;GFP* ALL (*pax5, btk, cd81*, etc.; Fig. 1B), with *hMYC-2* ALL over-expressing additional B cell-specific genes (*syk, blnk, ighm*). 

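B lineage genes were higher in both *hMYC* groups than in *hlk* T-ALL. *btk*, a tyrosine kinase of B cell receptor signaling, was within background in *hlk*, at 4.65 ± 0.56 (log2, S.D., n = 3), and read 8.45 ± 0.27 (n = 4) in *hMYC-1* and 8.37 ± 0.15 (n = 6) in *hMYC-2*, with limma's adjusted p = 1.08e-07 and 5.44e-08 against *hlk*. *cd81a*, which encodes a tetraspanin of the B cell coreceptor, rose from within background in *hlk* by at least 3.42 in each group (limma's adjusted p = 1.24e-08 and 4.77e-09). Its other 2 probe sets had group means under 5, within background in all groups. *cxcr4a* rose by 6.03 in *hMYC-1* (standard error 0.28, limma's adjusted p = 1.24e-08) and by 6.61 in *hMYC-2* (standard error 0.26, adjusted p = 2.15e-09). *spi1b*, a PU.1 transcription factor gene, rose by at least 3.25 and at least 3.65 (adjusted p = 1.94e-06 and 3.61e-07 from limma), and *sptbn1*, which encodes a spectrin of the membrane skeleton, by at least 5.43 and at least 5.36 (adjusted p = 3.31e-09 and 1.43e-09). *syk*, a kinase of B cell receptor signaling, passed in *hMYC-1* (limma's adjusted p = 0.0306) with a mean of 5.09 ± 1.10 (S.D., n = 4) within background, and rose by at least 0.84 in *hMYC-2* (adjusted p = 0.000199). *syk* did not pass between *hMYC-2* and *hMYC-1* (limma's adjusted p = 0.151), where the exact permutation test, not adjusted for the number of genes, gave p = 0.0286. Of the 20 genes that Table S1 of the study gives as B cell genes, 8 were measured. In *hMYC-1*, 6 rose and none fell, 7 when adjusted over the list alone (camera's adjusted p = 2.07e-10, and adjusted p = 0.0697 with an estimated correlation). In *hMYC-2* all 8 rose, also when adjusted over the list alone (camera's adjusted p = 2.5e-12, and adjusted p = 0.0397 with an estimated correlation). The study chose these genes, so the list is not independent evidence of its direction. Of a further list of 32 B lineage genes, 8 were measured and all 8 rose in both groups, also when adjusted over the list alone (camera's adjusted p = 2.37e-09 and 2.98e-10, and adjusted p = 0.0938 and 0.058 with an estimated correlation). The invariant chain gene *cd74b* is one, with a rise of 2.65 and 2.73 (adjusted p = 1.03e-05 and 3.04e-06 from limma). The *syk* call in *hMYC-1* was lost with array weights, with the shrinkage t of the study, and without *hMYC-1* replicate 1 or 2 or any 1 of the *hlk* arrays.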

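Members of B cell receptor and PI3K signaling moved in both directions against *hlk*. *irs2a*, an insulin receptor substrate gene, rose from within background in *hlk* by at least 1.50 (log2) in *hMYC-1* (limma's adjusted p = 0.000227) and by at least 2.32 in *hMYC-2* (adjusted p = 7.26e-06). *pik3c2b*, a class II PI3-kinase gene, rose by 2.87 and 2.85 (adjusted p = 9.13e-06 and 3.82e-06 from limma). *pik3c3*, the class III PI3-kinase gene, fell by 2.77 in *hMYC-1* and fell by 3.34 in *hMYC-2* (adjusted p = 8.03e-06 and 5.89e-07 from limma). *ptpn6*, which encodes the phosphatase SHP-1 that dampens antigen receptor signaling, fell by 2.04 and fell by 2.69 (adjusted p = 3.72e-05 and 1.33e-06), and *vav3b*, an exchange factor gene, was within background in both and lower by at least 0.66 (adjusted p = 1.41e-05 and 2.39e-06, all from limma). Of 36 genes of the B cell receptor pathway, 13 were measured. In *hMYC-2*, 7 rose and 3 fell, 8 and 3 when adjusted over the list alone (camera's adjusted p = 0.0202, and adjusted p = 0.372 with an estimated correlation). In *hMYC-1*, 5 rose and 3 fell, 5 and 4 when adjusted over the list alone (camera's adjusted p = 0.691). Between *hMYC-2* and *hMYC-1* only *jun* rose, and 4 rose and 1 fell when adjusted over the list alone (camera's adjusted p = 0.00149, and adjusted p = 0.21 with an estimated correlation). Of 28 genes of PI3K signaling, 14 were measured. In *hMYC-1*, 3 rose and 3 fell, 4 and 5 when adjusted over the list alone, and in *hMYC-2* 4 rose and 2 fell, 4 and 3 when adjusted over the list alone (camera's adjusted p = 0.691 and 0.358). None passed between *hMYC-2* and *hMYC-1*, and 3 were higher when adjusted over the list alone (camera's adjusted p = 0.000837, and adjusted p = 0.0547 with an estimated correlation). The B cell receptor signaling genes of Table S1 of the study, of which 11 of 23 were measured, gave 7 higher and 2 lower in *hMYC-1* and 9 higher and 2 lower in *hMYC-2*, with the same counts when adjusted over the list alone. The adjusted p from camera was 0.00108 and 3.78e-05, and adjusted p = 0.144 and 0.058 with an estimated correlation. Between the groups none passed, and 3 were higher and 2 lower when adjusted over the list alone (camera's adjusted p = 0.0814). The study chose this list, so it is not independent evidence. FcγRIIB signaling was not analysed here.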

Ingenuity Pathway Analysis™ (IPA) of these differentially-expressed genes showed enrichment and activation of “*PI3K-Signaling in B-Lymphocytes*”, “*B-cell receptor-signaling*”, and *“FcγRIIB-signaling in B-cells*” pathways by *hMYC-2* ALL, but not *hMYC-1*, relative to *hlk* T-ALL (data not shown). To further investigate the unanticipated expression of B cell genes by *hMYC* ALL, we repeated unsupervised analysis using only 14 statistically-significant B cell-specific genes. Remarkably, this signature classified *hlk* vs. *hMYC* ALL perfectly and largely reformed both the *hMYC-1* and *hMYC-2* subclasses (Fig. 1C).

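Of the genes of Fig. 1C, 9 were measured under names used here, by 10 gene symbols: *pax5*, *btk*, *blnk*, *irs2a*, *cd81a*, *ets1*, *syk*, *camk2d1*, *camk2d2* and *pik3c2b*. The other genes of the figure were not analysed here. *ets1*, a transcription factor gene, ran against the rest and fell by 3.33 in *hMYC-1* and fell by 3.61 in *hMYC-2* (log2, limma's adjusted p = 4.07e-07 and 7.48e-08). *camk2d1*, a calmodulin-dependent kinase gene, passed in both groups (adjusted p = 0.000267 and 4.36e-05 from limma), but its group means of 2.49 to 4.15 cannot be told from background. Its paralog *camk2d2* read 2.98, 2.98 and 2.88 in *hlk*, *hMYC-1* and *hMYC-2* (limma's adjusted p = 0.994 and 0.465 against *hlk*). Ward clustering on these genes, each scaled over the arrays, set the 3 *hlk* arrays apart from the 10 *hMYC* arrays at a height of 13.8, against 4.09 for the next join. At 3 clusters, 11 of 13 arrays fell as labelled (adjusted Rand index 0.559), and *hMYC-1* replicates 1 and 2 were placed with the 6 *hMYC-2* arrays. Clustering on all 15 probe sets of these genes placed 9 of 13 arrays as labelled (adjusted Rand index 0.278). The study chose these genes on the same arrays.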

Expression of B cell genes by *hMYC* cancers was unexpected, because B-ALL has never been described by several laboratories—including ours—that study transgenic *Myc*/*MYC* zebrafish [6, 10, 11, 15, 18, 21]. Yet microarrays clearly demonstrated B cell genes (*ighm*, *blnk*, *pax5*) were expressed at high, medium, and low levels by *hMYC-2, hMYC-1*, and *hlk* ALL, respectively, with T cell-specific *itk* showing the opposite pattern (Fig. 1D). 

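Mean *pax5* and *blnk* levels were lowest in *hlk* and highest in *hMYC-2*, and *hMYC-1* lay nearer to *hMYC-2*. *pax5*, the transcription factor gene that maintains B cell identity, read 8.32 ± 0.72 (log2, S.D., n = 4) in *hMYC-1* and 9.03 ± 0.11 (n = 6) in *hMYC-2*. It rose over *hlk* by at least 2.63 (limma's adjusted p = 2.13e-06) and by at least 3.34 (adjusted p = 1.59e-07), while *hMYC-2* and *hMYC-1* differed by 0.71 (standard error 0.24, adjusted p = 0.299). *blnk*, an adaptor gene of B cell receptor signaling, read 4.49 ± 0.04 (n = 3), 7.92 ± 1.36 (n = 4) and 8.76 ± 0.33 (n = 6). It rose by at least 2.24 (limma's adjusted p = 0.000617) and by at least 3.08 (adjusted p = 4.66e-05), and the groups differed by 0.84 (standard error 0.45, adjusted p = 0.518). The *hlk* levels of both genes are within background. A second *pax5* probe set read 5.58, 5.70 and 5.57 in the 3 groups, near the highest tag control, and did not change. Of the T cell genes, *gata3*, *runx3*, *trac* and *nck1b* were lower in both *hMYC* groups, and the others of the T cell lists went either way or did not pass. *gata3*, a transcription factor gene of T cell commitment, was within background in both and lower than in *hlk* by at least 2.09 (limma's adjusted p = 0.000367 in *hMYC-1* and 4.52e-05 in *hMYC-2*). *runx3*, a transcription factor gene of T cell maturation, fell by 2.50 and fell by 3.56 (adjusted p = 0.000719 and 1.69e-05 from limma), and *nck1b*, an adaptor gene of T cell receptor signaling, fell by 2.81 and fell by 3.59 (adjusted p = 1.03e-05 and 4.47e-07). *trac*, the T cell receptor alpha constant gene, had means of 9.05 (n = 3) in *hlk*, 5.74 (n = 4) in *hMYC-1*, whose arrays overlapped those of *hlk*, and 4.71 (n = 6) in *hMYC-2* (limma's adjusted p = 0.0266 and 0.00278). None of these 4 genes passed between *hMYC-2* and *hMYC-1* (adjusted p = 0.668, 0.252, 0.684 and 0.196 from limma for *gata3*, *runx3*, *trac* and *nck1b*), with differences of −1.06 for *runx3* and −0.78 for *nck1b*. *ighm* and *itk* were not analysed here.

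**Figure D2:**
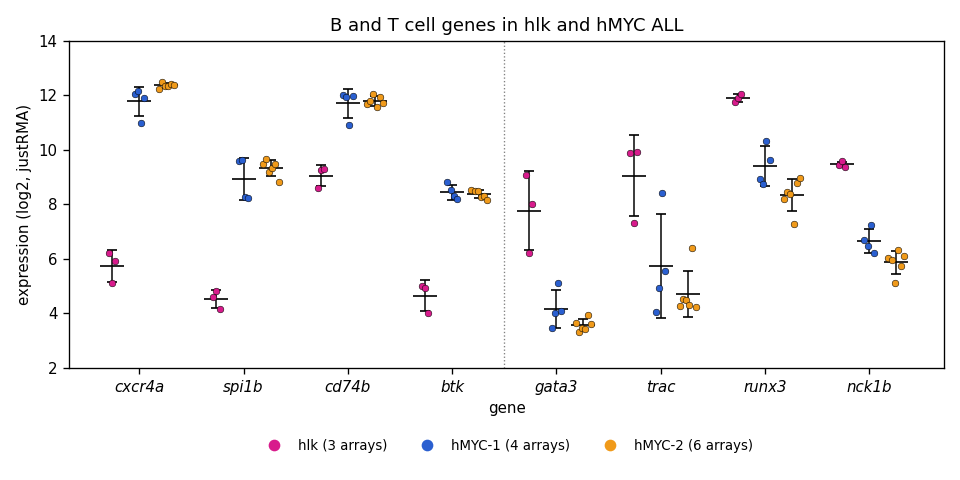
Log2 level (y-axis) of the B cell genes *cxcr4a*, *spi1b*, *cd74b* and *btk* and the T cell genes *gata3*, *trac*, *runx3* and *nck1b* on each array of *hlk*, *hMYC-1* and *hMYC-2* ALL (x-axis), with 1 point per array and the mean ± S.D. beside the points. For the B cell genes all 10 *hMYC* arrays lie above the 3 *hlk* arrays, and for *gata3*, *runx3* and *nck1b* below them.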

We hypothesized *hMYC-1* and *hMYC-2* cancers might contain not only T-ALL cells, but also different fractions of B lymphocytes, accounting for these findings.

Specifically, we predicted that *hlk* cancers were “pure” T-ALL, whereas *hMYC-1* contained some B cells but mostly T-ALL cells, and that *hMYC-2* samples contained the highest percentage of B and/or B-ALL cells relative to T-ALL cells. 

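B lineage levels were lowest, and T lineage levels highest, in *hMYC-1* replicates 3 and 4 among the *hMYC* ALL. The mean log2 level of the 8 measured genes of the B lineage list relative to *hlk* was 3.47, 3.17, 2.08 and 2.61 in *hMYC-1* replicates 1 to 4 and 3.09 to 3.38 in the *hMYC-2* arrays. For the 7 measured of 36 T lineage genes it was −1.77, −1.54, −0.59 and −1.28 in *hMYC-1* and −1.95 to −1.30 in *hMYC-2*, while the *hlk* arrays ran from −0.54 to 0.41. Macrophage and monocyte genes moved with these arrays, with mean levels of 0.21 and 0.31 in *hMYC-1* replicates 3 and 4 and −0.35 and −0.29 in replicates 1 and 2. Of the T lineage genes, 1 rose and 3 fell in *hMYC-1* and none rose and 4 fell in *hMYC-2*, and 1 rose and 4 fell in each when adjusted over the list alone (camera's adjusted p = 0.155 and 0.13). Of the 22 T cell genes of Table S1 of the study, 4 were measured, and in each group *runx3* and *trac* fell while *lmo2*, a transcriptional cofactor gene known as a T-ALL oncogene, and *prkcha*, a protein kinase C gene, rose, also when adjusted over the list alone (camera's adjusted p = 0.556 and 0.577). Although *lmo2* is in this list, the paper's later Nanostring assay found more of it in B than in T cells, so its rise does not speak for T cell content. *prkcha* rose by at least 1.19 and at least 0.73 (adjusted p = 7.1e-07 and 9.98e-07 from limma). The study chose this list, so it is not independent evidence. Of 8 measured genes of the T cell receptor pathway, 1 rose and 1 fell in *hMYC-1* and 1 rose and 2 fell in *hMYC-2*, or 2 rose and 1 fell and 1 rose and 2 fell when adjusted over the list alone (camera's adjusted p = 0.942 and 0.744). Over the 10 *hMYC* arrays, the B and T lineage levels correlated at Pearson's r = −0.834 (permutation p = 0.0125, adjusted p = 0.025 over 2 relations) and Spearman's rho = −0.527 (permutation p = 0.123, adjusted p = 0.246). Without *hMYC-1* replicates 3 and 4, the farthest from the median T lineage level, r was 0.0746, so the relation rests on these 2 arrays. Within *hMYC-2*, r was 0.324 (exact permutation p = 0.599, adjusted p = 0.599) and rho 0.0857 (p = 0.919, adjusted p = 0.919). With the median over genes in place of the mean, r over the 10 arrays was −0.0271 (permutation p = 0.929), and with the mean over probe sets above the array median it was −0.859 (permutation p = 0.00884). Within *hMYC-2* the median turned the sign, with r = −0.751 (exact permutation p = 0.0556), and the mean over probe sets above the array median gave 0.326. From B cell genes being high in *hMYC-2*, medium in *hMYC-1* and low in *hlk*, with *itk* in the opposite pattern, the paper proposes that *hMYC* cancers hold different fractions of B lymphocytes beside T-ALL cells.

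**Figure D3:**
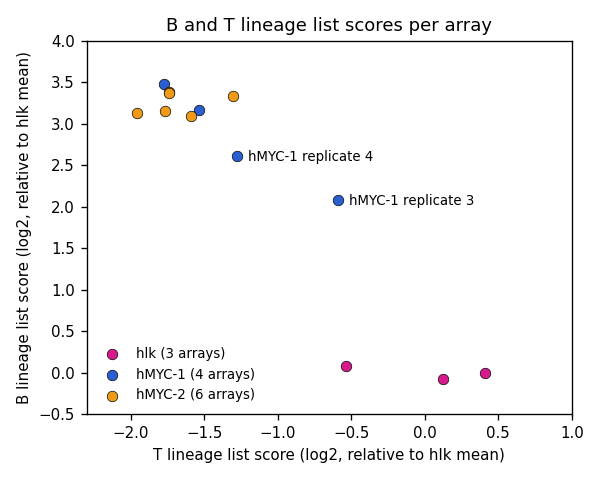
Mean log2 level relative to *hlk* of the B lineage genes (y-axis) against that of the T lineage genes (x-axis), with 1 point per array of *hlk*, *hMYC-1* and *hMYC-2* ALL. *hMYC-1* replicates 3 and 4 lie at B lineage levels of 2.08 and 2.61, and the other 8 *hMYC* arrays between 3.09 and 3.47.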

Alternatively, leukemias can express aberrant markers [22], and *hMYC* might de-differentiate ALL, obscuring cell identities. 

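Between *hMYC-2* and *hMYC-1* ALL, no gene of the B cell lists passed alone, while the lists leaned higher in *hMYC-2*. *cxcr4b* was higher by 0.68 (log2, standard error 0.18, limma's adjusted p = 0.144) and *cxcr4a* by 0.58 (standard error 0.23, adjusted p = 0.378), and *spi1b* differed by 0.40 (adjusted p = 0.665). *cd74b*, *cd81a* and *btk* differed by 0.08, −0.01 and −0.08 (adjusted p = 0.937, 0.998 and 0.929 from limma). None of the 8 measured B cell genes of Table S1 passed over all probe sets, and 3 were higher when adjusted over the list alone (camera's adjusted p = 8.91e-05, and adjusted p = 0.165 with an estimated correlation). Of the 8 measured B lineage genes, none passed over all probe sets and 1 was higher when adjusted over the list alone (camera's adjusted p = 0.0249, and adjusted p = 0.463 with an estimated correlation). None of the 4 T cell genes of Table S1 passed, and 2 were lower when adjusted over the list alone (camera's adjusted p = 0.0164, and adjusted p = 0.122 with an estimated correlation). Both Table S1 lists were chosen by the study. Of the 7 T lineage genes none passed in either way (camera's adjusted p = 0.27). The *hMYC-1* mean lay between those of *hlk* and *hMYC-2* for 6 of the 8 B lineage genes, for 6 of the 7 T lineage genes, for 1018 of the 1704 probe sets higher in *hMYC-2* than in *hlk* (59.7%) and for 1568 of the 2118 lower (74%). The last 2 sets were picked for a difference between *hMYC-2* and *hlk*, which favours an *hMYC-1* mean in between. No expected share was computed, so these shares decide nothing.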

In either case, B cell genes were highest in *hMYC-2* and detectable in *hMYC-1* also, so we next sought to definitively identify the cellular composition of *hMYC* cancers.

### B-ALL and T-ALL each occur in *hMYC;GFP* animals, with different GFP intensities

To definitively identify *hMYC;GFP* ALL as they first developed, we used serial fluorescent microscopy to monitor unaffected animals (i.e., fish lacking visible cancers). In young adults (3–6 months), we observed two phenotypes: brightly-fluorescent cancers originating in thymus and dimly-fluorescent cancers with variable thymic involvement (Fig. 1E, S1). To distinguish these, we used “low-exposure” settings that detected only bright cancers [Fig. 1E(a) vs. (c), S1A vs. S1B], and “high-exposure” settings that revealed dim ALL which were otherwise not visible [Fig. 1E(c) vs. (f), S1B vs. S1D]. Dim ALL differed from non-cancerous *hMYC* and *lck:eGFP* control animals that showed only normal thymic fluorescence (Fig. 1F).

Microscopy findings were confirmed by dissecting GFP^+^ tissue from the bodies of these animals for flow cytometric analysis of GFP^+^ cells from the lymphocyte/precursor gate [23]. Bright and dim ALL showed distinct, >10-fold GFP intensity differences [Fig. 1E(g–i)]. Thus, we could discern ALL with only bright (>90% GFP^hi^ cells), only dim (>90% GFP^lo^ cells), or mixed cell populations (>10% for either minority GFP^hi^ or GFP^lo^ population). We analyzed ALL from 27 *hMYC* fish with fluorescent cancers at 6 months of age and found 7 dim ALL with near-exclusively GFP^lo^ cells (Fig. 2A) and 14 GFP^hi^-only ALL (Fig. 2C). Intriguingly, we also found 6 mixed-ALL that contained distinct populations of both GFP^hi^ and GFP^lo^ cells (Fig. 2B). Remarkably, these 27 animals developed 33 total ALL, 13 GFP^lo^ and 20 GFP^hi^. Of note, mixed ALL exhibited varying amounts of GFP^lo^ (23–76%) and GFP^hi^ (24–77%) populations; we attribute this to different onset dates and growth rates for each cancer. Thus, we predict these ratios change over time as each ALL independently progresses.

**Fig. 2:**
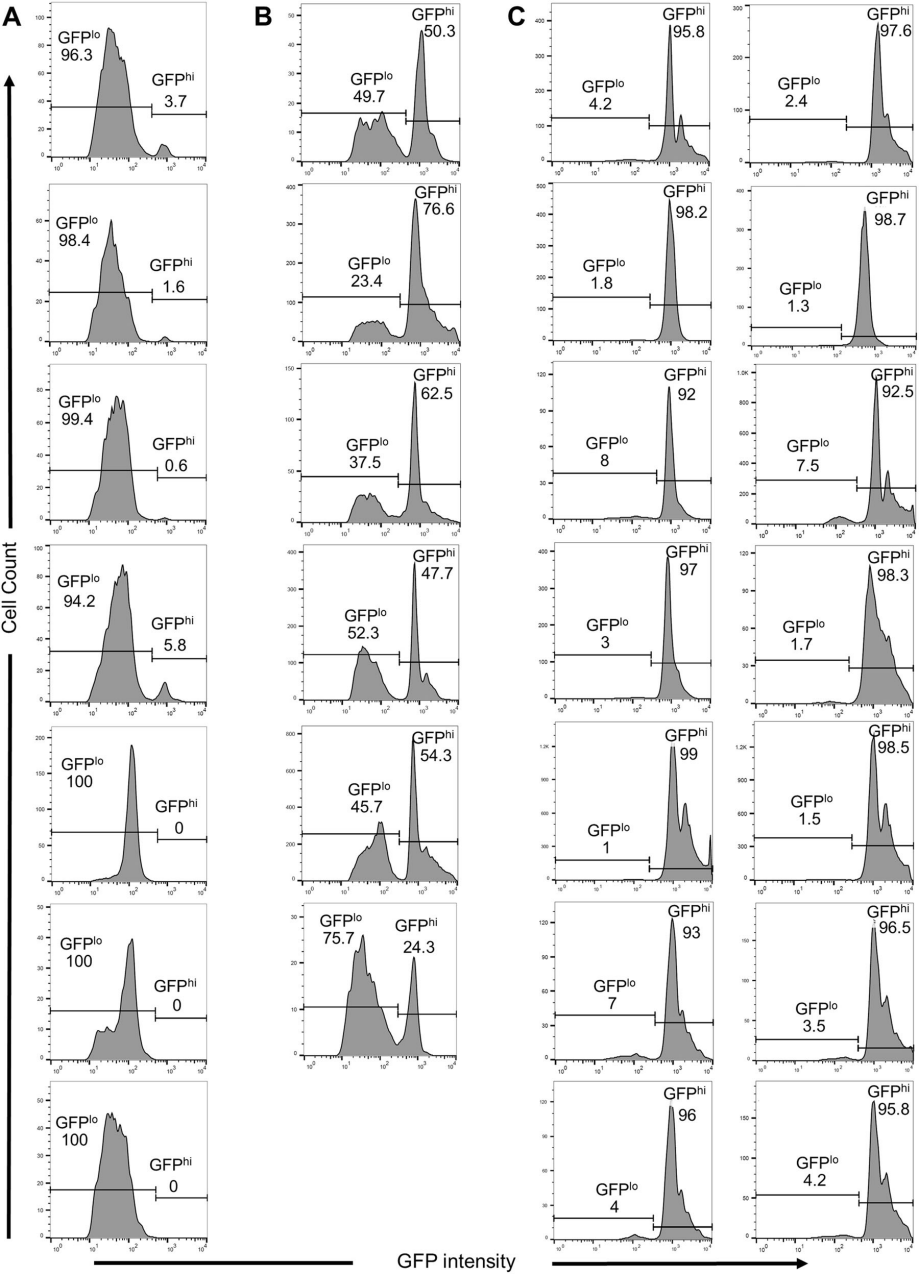
Distinct GFP intensities of *hMYC* dim and bright ALL. Flow cytometric plots of 33 ALL from 27 6-month *hMYC* fish: **A** 7 dim, GFP^lo^ ALL, **B** 6 mixed, GFP^lo^ & GFP^hi^ ALL, and **C** 14 bright, GFP^hi^ ALL

We next tested FACS-purified GFP^+^ dim, bright, or mixed-ALL cells for B cell- (*pax5*, *cd79b*, *ighz*, etc.), T cell- (*cd4*, *cd8*, *il7r*, etc.), and lymphoblast- (*rag2*, *igic1s1*, etc.) specific transcripts, as well as the *GFP* and *hMYC* transgenes by quantitative reverse-transcriptase PCR (qRT-PCR), analyzing all GFP^+^ cells as one population without separating GFP^lo^ and GFP^hi^ peaks. Dim/GFP^lo^ ALL expressed B, but not T, cell-specific genes [Fig. 3A(a–d), S2A(a–d)]. Low *lck* and *GFP* levels in dim ALL matched their weak in vivo fluorescence. Conversely, bright/GFP^hi^ cancers expressed only T cell genes. Mixed-ALL expressed both B and T cell genes at intermediate levels. Overall, expression correlated exactly with dim/GFP^lo^ vs. bright/GFP^hi^ phenotypes, and only mixed-ALL, which contained GFP^lo^ and GFP^hi^ cells, co-expressed genes of both cell types. Based on these findings, we conclude dim/GFP^lo^ ALL are B-lineage ALL. Mixed-ALL always exhibited distinct GFP^lo^ and GFP^hi^ cell populations (Fig. 2B) and expressed B-lineage and T-lineage genes [Fig. 3A(a–d), S2A(a–d)], so we deduce mixed-ALL are not biphenotypic, but simultaneous B-ALL and T-ALL in one animal.

**Fig. 3:**
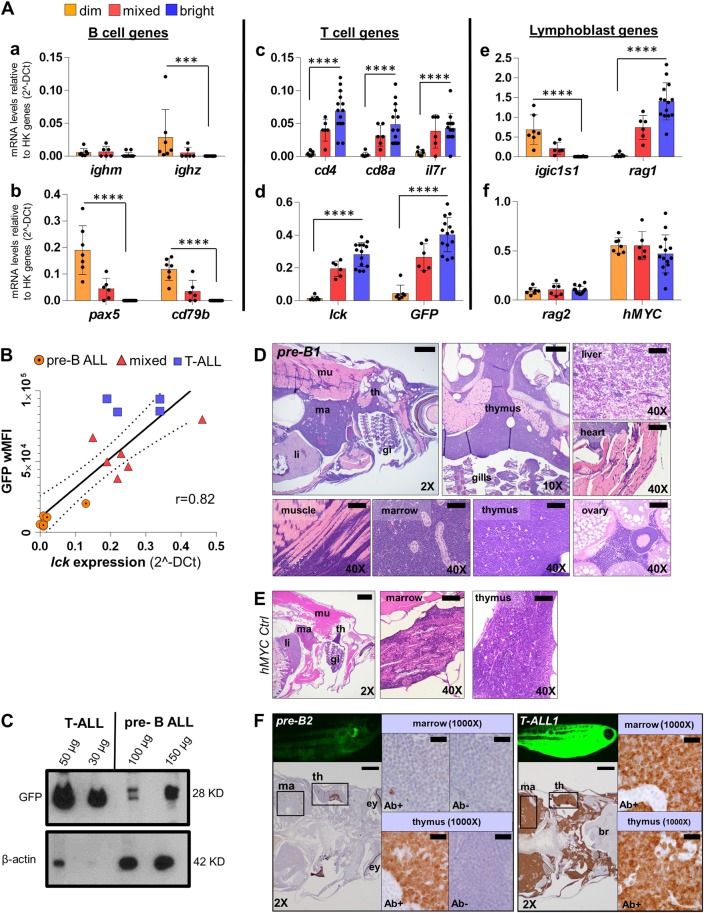
GFP fluorescence intensity of *hMYC* ALL correlates with B vs. T cell lineage. **A** qRT-PCR of ALL with differing GFP fluorescence (dim, *n* = 7; mixed, *n* = 6; bright, *n* = 14) of B cell-specific (*ighm*, *ighz*, *pax5*, *cd79b*; **a**–**b**), T cell-specific (*cd4*, *cd8a*, *il7r, lck*; c-d), lymphoblast- specific (*igic1s1, rag1, rag2*; **e**–**f**) genes and transgenes (*GFP*, d; *hMYC*, f). Results are normalized to housekeeping (HK) genes (*β-actin* and *eef1a1l1*) and shown as mean values ± S.D. Significant differences are indicated (Mann–Whitney test, *p-*values: ***<0.001, ****<0.0001). **B** Spearman correlation (*p*-value 0.0002, *r* = 0.82, *r*^2^ = 0.74) between *lck* vs. wMFI for: 7 B-ALL (circles), 6 mixed (triangles), and 4 T-ALL (squares). The solid line represents linear regression; dashed lines denote 95% confidence intervals. **C** Anti-GFP (#sc-9996) and anti-β-actin (#ab8227) WB of FACS-purified T- and pre-B ALL. **D** H&E of pre-B ALL infiltration in different sites and **E** *hMYC* control. **F** Anti-GFP (#GTX20290) IHC of *hMYC* pre-B ALL (*pre-B2*, left) and T-ALL (*T-ALL1*, right). 1000× images show staining with or without anti-GFP (Ab+; Ab-). th= thymus, ma= marrow, li= liver, mu= muscle, gi= gills, ey= eye, br= brain. 2× scale bar = 500 µm; 10× bar = 100 µm; 40× bar = 50 µm; 1000× bar = 20 µm

B-lineage vs. T-lineage ALL could be unambiguously distinguished by *igic1s1* [Fig. 3A(e), S2A(e)], a predicted homologue of the *IGLL1* surrogate Ig light chain gene expressed by only immature B cells [24]. Only dim and mixed-ALL expressed *igic1s1*, but every ALL showed similar levels of the V(D)J recombination enzyme *rag2* [Fig. 3A(f), S2A(f)]. Based on *igic1s1* and *rag2* results, which only immature B cells co-express, we believe *hMYC* B-ALL are an immature B cell cancer, most likely pre-B ALL. A zebrafish *rag2* promoter regulates *hMYC*, so it is logical that *rag2*^*+*^ B-lymphoblasts (i.e., pre-B cells) are affected, just like T-ALL in this model [6, 10]. Moreover, similar *hMYC* levels in pre-B and T-ALL [Fig. 3A(f), S2A(f)] indicate this transgene has similar oncogenic potency in both lymphocyte lineages. Surprisingly, *rag1* was much lower in pre-B ALL [Fig. 3A(e), S2A(e)], making *igic1s1* and *rag1* a two-gene panel that can distinguish *hMYC* ALL types independent of *lck* or *GFP* levels. Mammalian B-lymphoblasts and T-lymphoblasts co-express RAG1 and RAG2, so dichotomous *rag1* levels were unexpected. However, unlike mammals, *rag2*-mutant zebrafish lack T cells, yet retain functional B cells [25]. How *D. rerio* B cells develop in this context is unknown, because if *rag1* is absent in B cells, only mutant Rag2 would be present to mediate immunoglobulin (Ig) recombination. Potential explanations for this paradox include compensatory *rag1* expression by B cells, expression of *rag1* at a different B cell stage, hypomorphic function of the truncated mutant Rag2 protein, or the formal possibility that zebrafish utilize a different V(D)J recombination mechanism than mammals.

As predicted by different in vivo fluorescence [Fig. 1E (a–f), S1] and GFP^lo^ vs. GFP^hi^ cytometric results [Fig. 1E(g–i), 2], *lck* and *GFP* also differed markedly between pre-B and T-ALL [Fig. 3A(d), S2A(d)]. A zebrafish *lck* promoter regulates GFP [20], and pre-B ALL expressed little *lck* or *GFP*, while T-ALL expressed both abundantly. In agreement, *lck* mRNA correlated with weighted median fluorescence intensity (wMFI; Fig. 3B), with each ALL type clustering separately, proving *lck* levels—and thus, cellular fluorescence—distinguish pre-B vs. T-ALL in this model. We also confirmed *GFP* mRNA and protein levels agree by Western blot (WB), with much higher amounts of total protein needed to detect GFP in pre-B ALL compared to T-ALL (Fig. 3C).

*lck* is generally considered to be T cell-specific [20], but zebrafish NK and myeloid cells also express *lck* [26, 27]. Pertinent to our study, we analyzed public data from different maturation stages of human lymphocytes [28] and found pre-B cells expressed higher *LCK* than naïve and mature B cells, although below that of T cells (Fig. S2B). Furthermore, Microarray Innovations in Leukemia (MILE) data [29] from human patients showed that although mean *LCK* levels are higher in T-ALL than pre-B ALL (Fig. S2C), 37% of T-ALL (64/174 patients) expressed equivalent *LCK* to 83% of pre-B ALL cases (409/493; red box in Fig. S2C), demonstrating *LCK* is not specific to T-ALL.

This is further exemplified by comparing the highest *LCK*-expressing pre-B ALL quartile to the lowest T-ALL quartile in this dataset, for which no statistical difference exists (*p-*value = 0.75; Fig. S2D). Thus, human and zebrafish pre-B ALL both express *LCK*/*lck*.

### Zebrafish pre-B ALL resembles human pre-B ALL morphologically

To examine pre-B ALL histology, we analyzed *hMYC* fish with dim ALL. Hematoxylin and eosin (H&E) stains showed lymphoblast infiltration of the kidney-marrow, thymus, liver, and elsewhere (Fig. 3D, S3A). Marrow hypertrophy was often profound, with marrow expansion and invasion through muscle into subcutaneous tissue and skin (Fig. S3A, *pre-B3*, *-B4*). Yet despite these massive disease burdens, fish remained only dimly fluorescent. As in humans, pre-B and T-ALL were indistinguishable by H&E (Fig. S3A–B), and both were markedly abnormal compared to control animals (Fig. 3E, S3C).

Immunohistochemical analysis (IHC), however, could discriminate pre-B from T-ALL, with very faint anti-GFP staining in GFP^lo^ ALL vs. strong signals in GFP^hi^ ALL (Fig. 3F, *pre-B2* vs. *T-ALL1*, S4A-B), and only remnant thymic tissue showing strong signals in pre-B ALL fish (Fig. 3F, *pre-B2* and S4A, *pre-B5, -B6*). Consistent with this, regions stained weakly by anti-GFP (Ab+) corresponded to dimly-fluorescent anatomic regions (Fig. 3F, S4A; 1000X panels).

Because Ab recognizing zebrafish lymphocyte proteins are not available, we used RNA in situ hybridization (ISH; RNAscope™) to independently test cell identities using probes for *hMYC* and B cell-specific *cd79b* (Fig. 4A–C). *hMYC* labeled pre-B ALL strongly (Fig. 4A; H&E of this animal shown in Fig. 3D), including cells in the thymus and kidney-marrow (Fig. 4B, C, *pre-B1*). These same areas were also *cd79b*-positive, confirming B-lineage. Thymi of *hMYC* control fish were avidly *hMYC*^*+*^, but had few *cd79b*^*+*^ cells (Fig. 4B, D, *hMYC Ctrl*), indicating thymic B cells are sparse unless pre-B ALL is present. Similarly, *hMYC* control marrow had fewer dually *hMYC*^*+*^/*cd79b*^*+*^ cells (Fig. 4C, D), with normal kidney-marrow architecture, including renal tubules. *hMYC* was absent in the thymus of control *lck:eGFP* fish (Fig. 4B, *lck:eGFP*) proving probe specificity, and showed rare *cd79b*^*+*^ B cells, demonstrating few thymic B cells in WT fish.

**Fig. 4:**
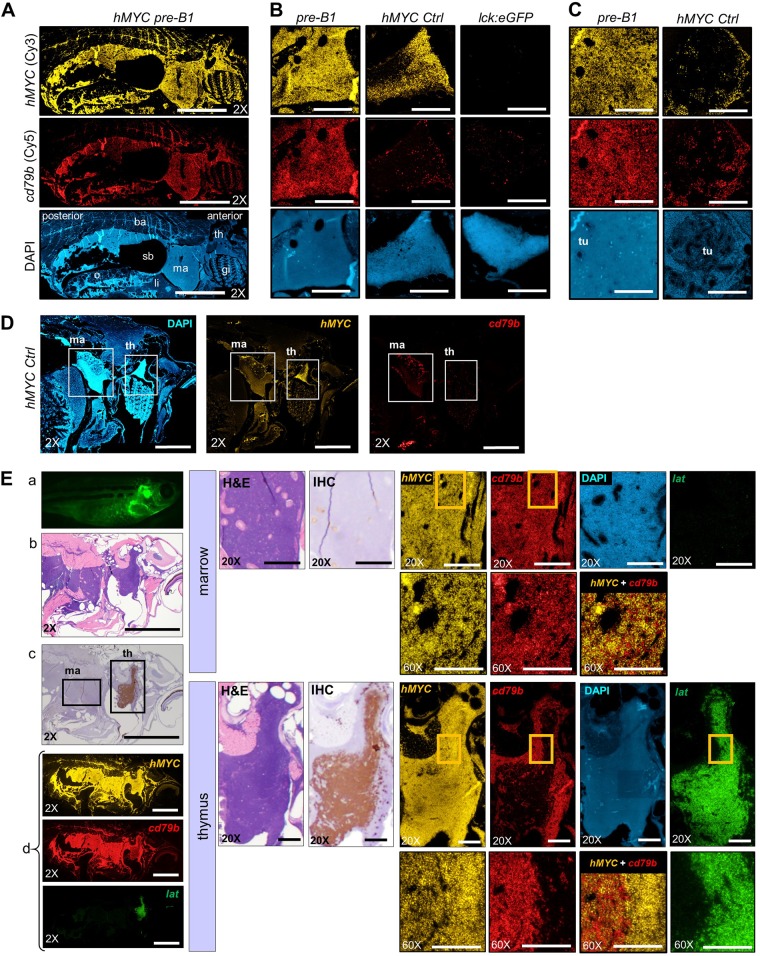
Pre-B ALL co-express *hMYC* and B cell-specific *cd79b*. RNA ISH for *hMYC* (yellow) and *cd79b* (red) in: **A** sagittally-sectioned *hMYC* pre-B ALL (*pre-B1*; scale bar = 2 mm), **B** Thymi of *pre-B1* (left), *hMYC* control (center), and *lck:GFP* (WT) control (right; scale bar = 200 μm), **C** Kidney-marrow of *pre-B1* (left) and *hMYC* control (right). Kidney tubules (tu) are displaced by *pre-B1* ALL cells in marrow DAPI image (scale bar = 200 μm), **D** *hMYC* control (scale bar = 1 mm). **E** Second *hMYC* fish with pre-B ALL and localized thymic T-ALL. Left**:** (**a**) High-exposure microscopy, (**b**) H&E, (**c**) anti-GFP IHC, (**d**) RNA ISH for *hMYC* (yellow), *cd79b* (red) and *lat* (green). Middle**:** high-power of kidney-marrow (top) and thymus (bottom) by H&E, anti-GFP IHC. Right**:** *hMYC*, *cd79b*, and *lat*, RNA ISH. Boxed regions in 20X marrow and thymus panels are enlarged in the 60× images directly beneath them. Merged *hMYC*+*cd79b* images are also shown. 2× scale bar = 2 mm; 20× bar = 200 µm; 60× bar = 100 µm. Abbreviations as in Fig. 3, and o= ovary, ba= back, sb= swim bladder

We examined a different animal with disseminated pre-BALL and localized T-ALL, based on microscopy and IHC findings (see microscopy, IHC, and H&E in Fig. S4A, *pre-B6*), adding a T-cell-specific probe, *lat*, to distinguish pre-B vs. T-ALL. RNA ISH demonstrated cells that were *hMYC*^+^/*cd79b*^+^/*lat*^-^ had completely replaced the marrow and thymic cortex (Fig. 4E), with GFP^hi^ *hMYC*^+^/*cd79b*^-^/*lat*^+^ cells remaining only in an enlarged thymic medulla (i.e., localized T-ALL).

Similar results were seen in a second animal with near-complete thymic ablation by pre-B ALL (Fig. S4C; Fig. 3F, *pre-B2* shows microscopy and IHC of this specimen). Additional RNA ISH for *cxcr4a*, another gene up-regulated in *hMYC* pre-B vs. T-ALL (Fig. S5A), showed identical staining to *cd79b* and opposite staining to *lat* in two different specimens (Fig. S5B-C), demonstrating *hMYC*^+^/*cd79b*^+^/*cxcr4a*^*+*^/*lat*^-^ cells correspond to B-lineage GFP^lo^ cancers. In summary, in vivo fluorescence, cytometric GFP intensity, qRT-PCR, WB, and RNA ISH all prove dim cancers in *hMYC*;*GFP* fish are pre-B ALL with organ distributions similar to human pre-B ALL.

### Zebrafish pre-B ALL remain GFP^lo^/*lck*^lo^ in every tissue and can be allo-transplanted

Pre-B ALL disseminated aggressively (Fig. 3D–F, 4, S3A, S4A, C, S5B-C). To test whether pre-B ALL cells retained a GFP^lo^/*lck*^lo^ phenotype in every niche, we examined thymus, marrow, spleen, blood, and muscle and viscera by flow cytometry (Fig. 5). Fish with pre-B ALL (*n* = 5, B1–5) showed GFP^lo^ cells in each tissue, with GFP^hi^ cells (i.e., normal T cells) primarily present only in thymus. As in mammals, zebrafish thymus is the normal site of T cell development, explaining its high content of GFP^hi^ cells. Despite this, some fish (e.g., B1, B2) showed considerable GFP^lo^ populations in thymus, which we consider to be pre-B ALL with thymic invasion. In contrast, fish M1 exhibited a range of GFP^lo^ (37–97%) and GFP^hi^ (3–64%) cells in each tissue, with both populations abundant in non-lymphoid muscle and viscera, where B and T cells are typically scarce. Therefore, we conclude M1 had mixed-ALL, with widespread pre-B ALL, as well as a distinct T-ALL that had spread to muscle and viscera, but not marrow or peripheral blood. In contrast, *hMYC* T-ALL controls (*n* = 3, T1-3) exhibited near-exclusively GFP^hi^ populations in every tissue.

**Fig. 5:**
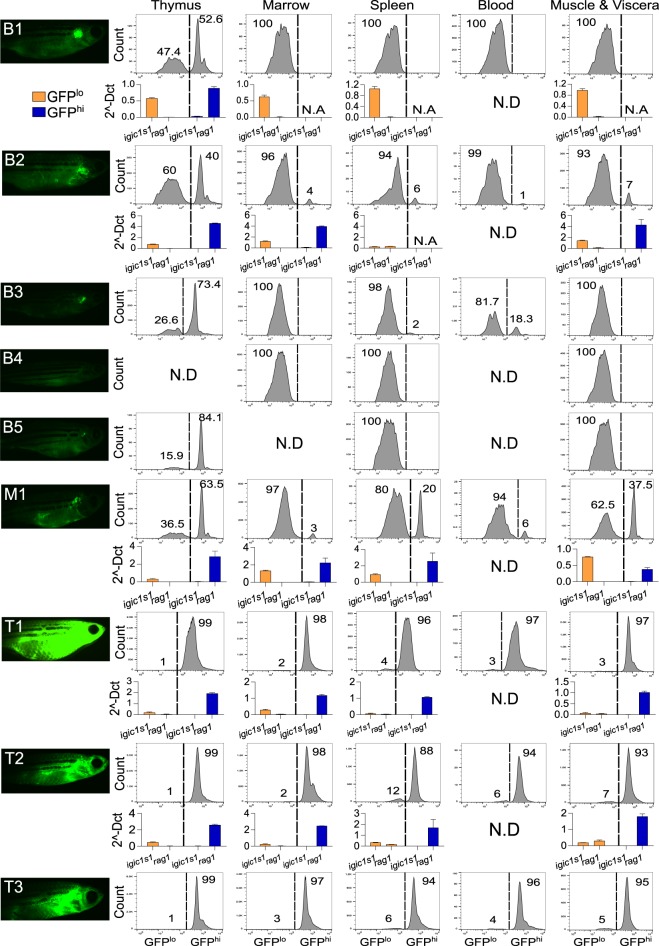
GFP intensity and *igic1s1*/*rag1* distinguish pre-B vs. T-ALL in each anatomic site. Left column shows high-exposure fluorescent microscopy of 4 month-fish with pre-B ALL (B1-5), mixed ALL (M1), or T-ALL (T1-3). Panels at right show flow cytometric analysis of GFP^lo^ and GFP^hi^ cells of thymus, marrow, spleen, peripheral blood, and muscle & abdominal viscera. Each panel shows % of GFP^lo^ vs. GFP^hi^ cells in the entire GFP^+^ gate; 10^5^ events from the lymphoid/precursor gate were analyzed for each plot. N.D.= not determined. Histograms depict expression of *igic1s1* and *rag1* by qRT-PCR in five *hMYC* fish with pre-B ALL (B1, B2), mixed ALL (M1) or T-ALL (T1, T2). Results are normalized to housekeeping genes (*β-actin* and *eef1a1l1*) and shown as mean + Standard Error (S.E.). N.A.= not available due to insufficient cells for RNA extraction

To conclusively test whether GFP^lo^ and GFP^hi^ cells in every anatomic site always represent B-lineage vs. T-lineage cell identities, we analyzed *igic1s1* and *rag1* in FACS-purified GFP^lo^ and GFP^hi^ cells from five of these fish (B1, B2, M1, T1, T2). As previously [Fig. 3A(e), S2A(e)], dim cells from every tissue expressed only *igic1s1*, and only bright cells were *rag1*^+^, including the GFP^lo^ and GFP^hi^ ALLs of M1. Thus, GFP reliably reflects pre-B vs. T-ALL in any niche, establishing *hMYC*;*GFP* zebrafish as a new and novel model to study both ALL types in one genetic context, or even one animal.

To test whether *hMYC* pre-B ALL were truly malignant, we transplanted FACS-purified GFP^lo^ cells into sub-lethally-irradiated immunocompromised wild-type (WT) host fish. Multiple pre-B ALL engrafted (*n* = 9/11), remained GFP^lo^, and continued to express only B-lineage markers (Fig. S6A). As reported for Myc-induced T-ALL [30, 31], we also serially transplanted *hMYC* pre-B ALL, which likewise retained GFP^lo^ B cell identities (Fig. S6A). Interestingly, pre-B ALL exhibited lower leukemia-initiating cell (LIC) frequencies compared to those described for T-ALL [13, 30], although this may relate to the inherent difficulty of detecting engraftment by dimly-fluorescent cancers (Fig. S6B). Overall, these results indicate that GFP^lo^ pre-B ALL are malignant, and that their cellular identities are phenotypically stable.

### MYC-induced zebrafish pre-B and T-ALL have distinct expression signatures

To test whether *D. rerio* and human pre-B ALL share similar gene expression, we next defined GEPs in a new cohort of animals, quantifying 96 transcripts (93 experimental genes plus 3 housekeeping controls) that distinguish B/T/NK cells, lymphoblasts, and precursor populations (genelist in Table S1) [31, 32]. We FACS-purified 8 pre-B ALL, 4 T-ALL, and 2 ALL from a mixed-ALL fish (Fig. S7A–C; GFP^lo^ or GFP^hi^ populations in orange or blue, respectively), as well as control lymphocytes. GFP^hi^ or GFP^lo^ ALL purifications contain mostly malignant cells, but control lymphocytes are less homogeneous; we predicted GFP^hi^ lymphocytes would be “T-cell enriched” and GFP^lo^ cells “B-enriched.” To test the accuracy and reproducibility of GFP-based sorting, we re-analyzed FACS-purified thymic and marrow lymphocytes from WT and *hMYC* fish by flow cytometry, confirming GFP^lo^ and GFP^hi^ cells are highly enriched for these populations (Table S2).

For T cell controls, we isolated GFP^hi^-enriched thymocytes from three 10-fish cohorts of control *hMYC* and *lck*:*GFP* fish (*hMYC* thymus-GFP^hi^, WT thymus-GFP^hi^; Fig. S7D). As another T cell control, we pooled lymphoid-gated [23] GFP^hi^-enriched marrow cells from these same 30 WT fish (WT marrow-GFP^hi^; Fig. S7E, blue). *hMYC* marrow lacked GFP^hi^ cells (Fig. S7F), so these were not analyzed. For B cells, we purified GFP^lo^ marrow cells from the same 3 *hMYC* control cohorts (*hMYC* marrow-GFP^lo^; Fig. S7F) and from marrow of the 30 WT fish used for thymocyte preparations (WT marrow-GFP^lo^; Fig. S7E, orange). In addition, we also analyzed GFP^-^ cells from WT and *hMYC* marrow control samples (WT marrow-GFP^-^; *hMYC* marrow-GFP^-^, Fig. S7E-F), to investigate which cell lineage(s) were enriched in this sub-fraction.

Using barcoded gene-specific probes (Nanostring nCounter™), we quantified mRNA levels of 93 transcripts in all 29 samples. Unsupervised analysis clustered all GFP^lo^ and GFP^hi^ triplicate controls tightly (*hMYC* thymus-GFP^hi^, WT thymus-GFP^hi^, *hMYC* marrow-GFP^-^, *hMYC* marrow-GFP^lo^), proving high reproducibility of biologic replicates (Fig. 6A). In addition, each of the 29 samples segregated unambiguously as B-enriched or T-enriched, with every GFP^-^/GFP^lo^ sample (*n* = 17) expressing B-lineage transcripts, and all GFP^hi^ samples (*n* = 12) enriched for T-lineage gene expression. This illustrates that GFP^hi^ control lymphocytes are highly enriched for T cells, while GFP^-^ and GFP^lo^ populations are both enriched for B cells. This was true both for control fish or fish with ALL, irrespective of whether cells were from thymus or marrow, proving the value of *lck:GFP* in this system. Notably, GFP^-^ and GFP^lo^ cells from WT and *hMYC* animals all exhibited similar B-lineage profiles, with *hMYC* GFP^lo^ B cell GEPs most similar to pre-B ALL (Fig. 6A).

**Fig. 6:**
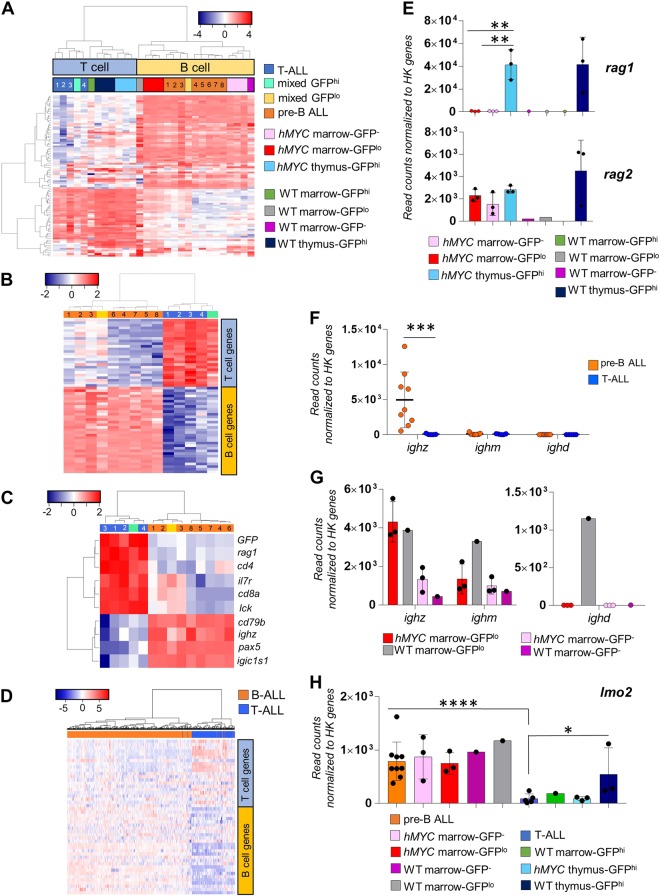
*hMYC* drives pre-B and T-ALL with distinct GEP and alters B-lineage expression. **A** Unsupervised analysis of all malignant and normal lymphocyte populations (*n* = 29) based on GEPs of 93 experimental genes (*β-actin, eef1a1l1, gapdh* housekeeping genes used for normalization not shown). Each sample groups as T- (blue box at top; *n* = 12) or B-lineage (yellow box; *n* = 17). Gene order listed in column D of Table S1. **B** Supervised analysis using significant (FDR<0.05) genes (n=59; order in Table S3) distinguishing pre-B vs. T-ALL. Pre-B (orange; n=8), T- (blue; *n* = 4), and two ALL from a mixed-ALL (GFP^lo^=yellow, GFP^hi^ =green) cluster as pre-B or T-ALL. **C** Analysis with genes from prior qRT-PCR testing (Fig. 3A, S2A). **D** Unsupervised clustering of human ALL from patients on the MILE1 study, using homologues of zebrafish genes that distinguish *hMYC* pre-B vs. T-ALL (human genes in same order as Table S3). **E** *rag1* (top) and *rag2* (bottom) expression in *hMYC* and WT control B and T cell populations. **F** *ighz*, *ighm* and *ighd* levels in pre-B (orange) and T-ALL (blue). **G** *ighz*, *ighm* and *ighd* expression in GFP^lo^ (red) or GFP^-^ (pink) non-malignant *hMYC* B cells, and GFP^lo^ (grey) or GFP^-^ (fuchsia) WT B cells. **H** *lmo2* levels in all samples (*n* = 29) showing highest expression in B-lineage groups and lowest expression in T-ALL. **E**–**H** Mean values are shown ±S.D., after normalization to *β-actin, eef1a1l1*, and *gapdh* housekeeping genes. Significant differences noted (Mann–Whitney test, *p-*values: *<0.05, **<0.01, ***<0.001, ****<0.0001)

Pre-B and T-ALL GEPs were distinct (Fig. 6B; Table S3 lists differentially-expressed genes), with the GFP^hi^ ALL (green) and GFP^lo^ ALL (yellow) of the mixed-ALL animal grouping as T- or pre-B ALL, respectively. In total, ~60 homologous genes able to distinguish human [32] and zebrafish [31] B vs. T cells likewise categorized *hMYC* pre-B vs. T-ALL. Key classifier-genes (Fig. 6C) matched prior qRT-PCR results (Fig. 3A, S2A), with both ALL types showing comparable levels of *rag2*, *hMYC*, and *shmt2*, a known direct MYC target (Fig. S8A) [21], reinforcing that *hMYC* levels and activity are similar in this dual pre-B/T-ALL model. To further examine conservation of gene expression between both types of *D. rerio* and human ALL, we also tested whether human homologues of the differentially-expressed *hMYC* pre-B- vs. T-ALL genes could reliably classify ALL from the MILE1 study (Fig. 6D). This signature exhibited remarkable classification power, separating nearly all of these human ALL correctly. Homologues of several other hematopoietic stem/progenitor- or immature lymphocyte-specific genes showed no significant differences between *hMYC* ALL types (Fig. S8B).

Like ALL, control *hMYC* and WT thymocytes expressed more *rag1* than B cell controls (Fig. 6E, top). From this result, we deduce higher *rag1* in zebrafish T-ALL vs. pre-B ALL is unrelated to malignancy, but a normal feature of *D. rerio* lymphoblasts, although different from mammals.

Notably, *hMYC* B cell controls showed higher *rag2* than WT B cells, implying *hMYC* may expand the pre-B cell population (Fig. 6E, bottom). We also analyzed Ig heavy chain expression.

Surprisingly, pre-B ALL expressed only *ighz* (Fig. 6F), an isotype unique to teleost fish that is functionally analogous to mammalian IgA [33]. GFP^lo^ *hMYC* B cells expressed *ighm* (Fig. 6G, left), so *ighm*^+^ pre-B ALL should be detectable in *hMYC* fish—but these were not found. Therefore, MYC may be oncogenic in only the *ighz*-lineage. Another B-lineage abnormality we noted is that *hMYC* GFP^lo^ cells lacked *ighd* (Fig. 6G, right), so *hMYC* may suppress *ighd* transcription or repress this lineage, just as it seems to block the T cell lineage in *hMYC* marrow (Fig. S7F). Overall, *hMYC* dramatically perturbs zebrafish B cell development, inducing ALL in *ighz*^+^ B cells, and skewing both the *ighm* and *ighd* lineages.

Finally, we found substantially higher *lmo2* in normal and malignant B vs. T cells (Fig. 6H), mirroring *LMO2* findings in human B vs. T cells [34], which we independently confirmed in public human B and T cell data (Fig. S8C). This contradicts the assertion that MYC-driven zebrafish T-ALL emulates the human TAL1/LMO subtype [6]. Instead, *hMYC* T-ALL actually had the lowest *lmo2* levels of the nine populations that were tested, including all T cell controls (Fig. 6H).

## Discussion

Pre-B ALL is the most common pediatric cancer and kills more children than any other type [3], but no good zebrafish models exist for this important disease. Drug screens [17,  18], genetic studies [11, 12, 15] and stem cell discoveries [13, 14] were all made possible by zebrafish T-ALL models, and these and other approaches would likely be similarly fruitful with *D. rerio* pre-B ALL. Here, we describe the first robust zebrafish pre-B ALL model. Unexpectedly, young 3–6 month *hMYC* fish—used for years in several of the aforementioned T-ALL studies—also develop highly-penetrant pre-B ALL.

Remarkably, this went unrecognized for over a decade, raising the possibility that some prior T-ALL studies may have included mixed ALL (see Fig.1). Notably, in lines using the *rag2:GFP* marker instead of *lck:GFP* [6, 10], pre-B and T-ALL would be predicted to have identical fluorescence. Conversely, in other work using *lck:GFP* as a marker [31], unless investigators intentionally purified GFP^lo^ cells, B cells may have been omitted, since B cell GFP is <10% of that in T cells. In fact, even fish with massive pre-B ALL disease burdens exhibited barely-detectable fluorescence (Fig. S3A). Crucially, our data demonstrate that MYC can drive both T-lineage and B-lineage leukemogenesis. This is not surprising, as human B and T cell leukemias all express *MYC* at high levels (*p-*value = 0.34; Fig. S2E). Recent studies likewise demonstrate key roles for MYC in B-lineage ALL molecular pathogenesis [35, 36].

In terms of detecting pre-B ALL, dual-transgenic *hMYC*;*GFP* fish proved particularly valuable to our study, because their *lck:GFP* expression not only allowed pre-B ALL to be detected, but their differing GFP levels also distinguished pre-B and T-ALL in vivo. This dichotomy in *lck* expression extends to normal B and T cells as well, is corroborated by flow cytometry, and corresponds precisely to B-lineage and T-lineage GEPs (Fig. 1E, 2–6, S1, S4). Consequently, even in fish with concomitant pre-B and T-ALL—which we believe are unique to this model—these cell lineages and ALL types, can be reliably separated for independent study.

Apart from the utility of *lck:GFP* in this system, *hMYC* pre-B ALL are powerful because they emulate this human disease in several ways: histology and organ involvement (Figs. 3, 4, S3–5), *lck* levels (Fig. S2B–D), presence of LIC (Fig. S6) and, most importantly, gene expression signature (Fig. 6). In fact, genes that differentiate zebrafish pre-B vs. T-ALL (Fig. 6B) classify human ALL also (Fig. 6D). The GEPs we obtained revealed many transcripts that distinguish pre-B vs. T-ALL in this model, but we also report a two-gene panel to categorize *hMYC* ALL that requires only *igic1s1* and *rag1*, and we note this panel can be applied to any *hMYC* genetic background.

Interestingly, although *RAG1* is expressed by mammalian B-lymphoblasts and T-lymphoblasts, we find that only *D. rerio* T-lymphoblasts express *rag1* highly, with levels >70- and >155-fold greater in normal T or T-ALL cells than in B or pre-B ALL cells, respectively (Fig. 3A(e), S2A(e), 5, 6C,E).

A recent report of zebrafish B cell development despite low *rag1* supports our observation [37]. Apart from *rag1*, pre-B ALL expressed other classic B-lymphoblast genes like *rag2*, surrogate light chain components, *pax5, cd79a/b*, and others (Figs. 3, 4, 6C, S4C, S5B–C, S8A–C). This was true for every dim ALL, including GFP^lo^ mixed-ALL, so we conclude mixed-ALL are co-existing pre-B and T-ALL, and not biphenotypic ALL. Certainly, because *hMYC* can induce both ALL types, it remains possible that mixed-lineage biphenotypic ALL may arise in this system, but to date, our analyses of >40 dim ALL have failed to detect any that express T cell genes, suggesting that GFP^lo^ ALL are always B-lineage, and GFP^hi^ always represent T-ALL. In future work, studying both ALL types in one background—or one animal—presents new opportunities, like efforts to find cooperating genetic lesions unique to one type of ALL, lymphocyte lineage-specific drugs, or myriad other applications.

Our results also demonstrate multiple features of abnormal B and T lymphopoiesis in *hMYC* fish. Of interest, pre-B ALL GEPs closely matched the gene expression pattern of a recently-described *ighz*^+^ B cell population dubbed “fraction 2” [37], suggesting *hMYC* is oncogenically active in this cell population. Supporting this, every pre-B ALL we identified was *ighz*^+^ (Fig. 6F). Liu et al. postulated that the zebrafish *ighm*-lineage lacks a classic pre-B stage. If this is correct, it is logical that pre-B ALL only occurs in *ighz*^+^ cells, the lineage that has pre-B cells. We note that *ighm*^+^ cells do express *lck* (Fig. 6G), so *ighm*^+^ pre-B ALL should be GFP^+^ and detectable in this system. Yet *ighm*^+^ pre-B ALL were never detected, so we conclude they do not occur. In addition to our finding that ALL develops in only *ighz*^+^ cells, we also found that *hMYC* alters other B-lineages, with *ighm* and *ighd* both reduced in *hMYC* marrow (Fig. 6G). Whether this is due to *ighm* and *ighd* transcriptional—or lineage—repression remains to be determined. Notably, T cells are also diminished in *hMYC* marrow (Fig. S7F, Table S2), so *hMYC* alters both the B and T lymphocyte lineages, beyond inducing both pre-B and T-ALL.

Clearly, *hMYC* is leukemogenic to lymphocytes and perturbs zebrafish lymphocyte development. In future work, *hMYC* pre-B ALL can be used for classic zebrafish approaches like chemical and genetic screens, or in mechanistic studies probing *hMYC* biology in either ALL type. *MYC* is arguably the most clinically-relevant oncogene, important in many cancers besides ALL [38], but MYC’s contrasting actions in distinct neoplasias remain largely unexplored. We show *hMYC* fish provide a novel system to address this topic via studies of both human ALL types, using a single model.

## Electronic supplementary material

Supplemental Figures

Table S1

Table S2

Table S3

Supplemental M&M

# Supplementary material for: Simultaneous B and T cell acute lymphoblastic leukemias in zebrafish driven by transgenic MYC: implications for oncogenesis and lymphopoiesis
**Source:** Leukemia. 2018 Aug 15;33(2):333–47. doi: 10.1038/s41375-018-0226-6
**Supplement:** Supplementary file 1 — Supplemental Figures

Supplementary Materials for

Simultaneous B and T cell acute lymphoblastic leukemias in zebrafish driven by transgenic MYC: implications for oncogenesis and lymphopoiesis

Chiara Borga¹, Gilseung Park^{1†}, Clay Foster^{1†}, Jessica Burroughs-Garcia¹, Matteo Marchesin¹, Rikin Shah¹, Ameera Hasan¹, Syed T. Ahmed¹, Silvia Bresolin⁴, Lance Batchelor¹, Teresa Scordino², Rodney R. Miles³, Geertruy te Kronnie⁴, James L. Regens⁵, J. Kimble Frazer^{1*}

This PDF file includes:

Figs. S1-S8

Table S1-S3 captions (spreadsheet submitted as additional files)

Fig. S1

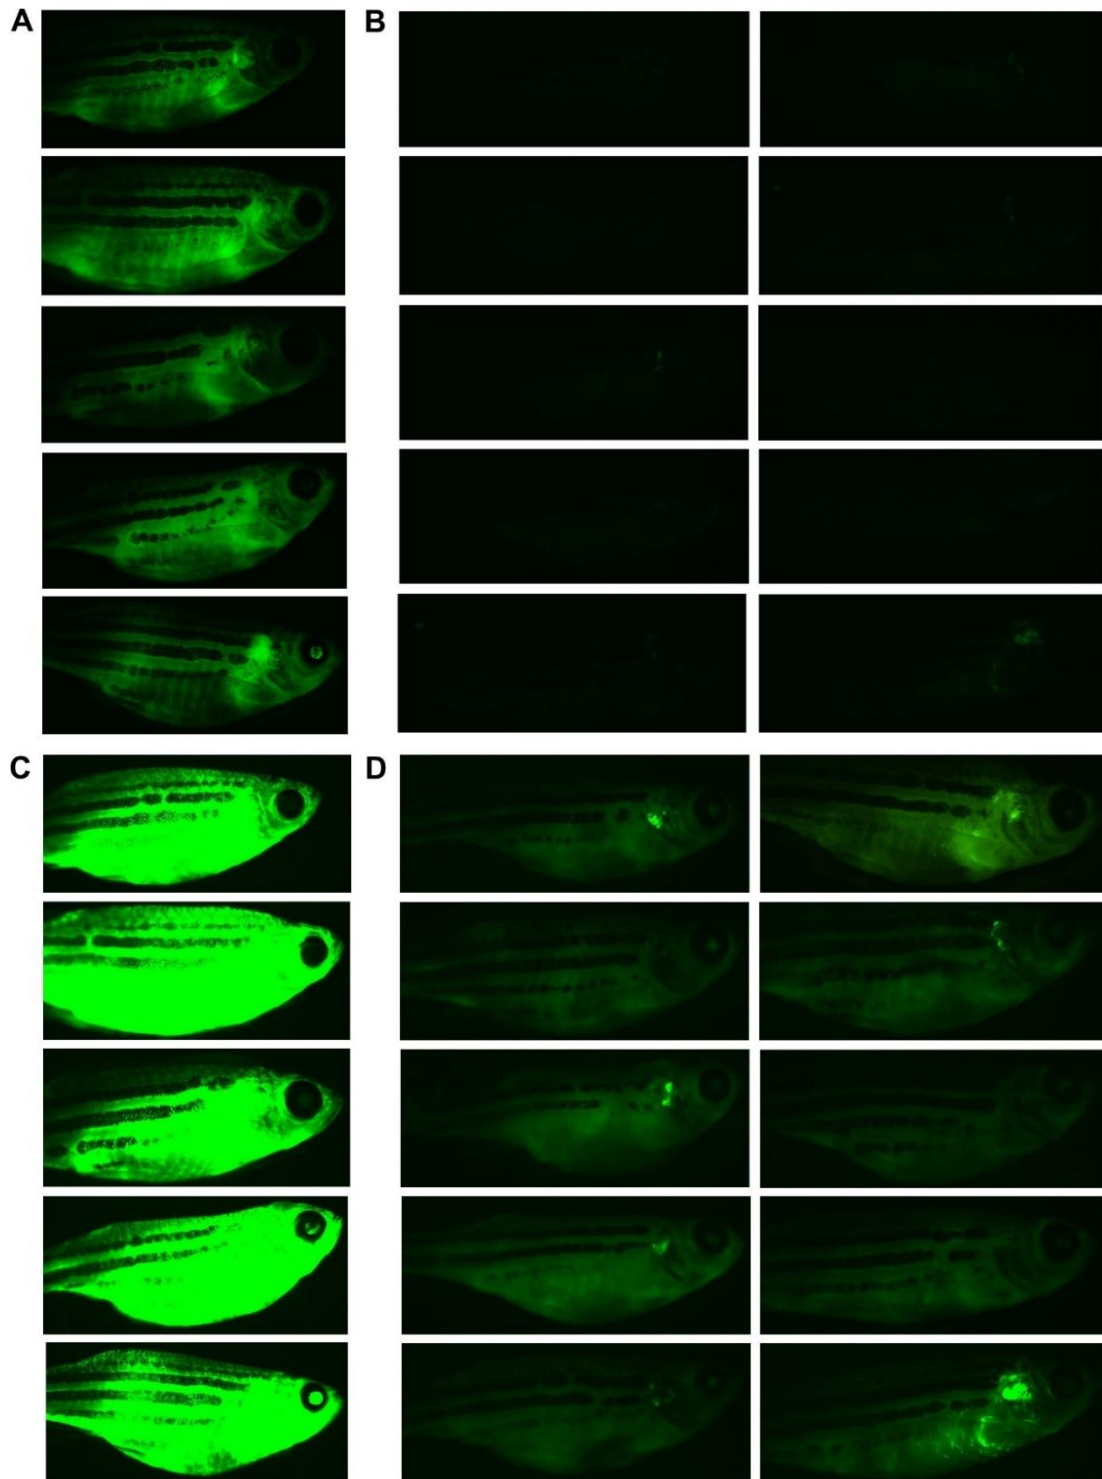

Fig. S1. Fluorescent microscopy images of two types of *hMYC* ALL.

Images of 5 *hMYC* T-ALL using (A) low-exposure or (C) high-exposure settings and (B) low-exposure or (D) high-exposure images of 10 *hMYC* pre-B ALL.

Fig. S2

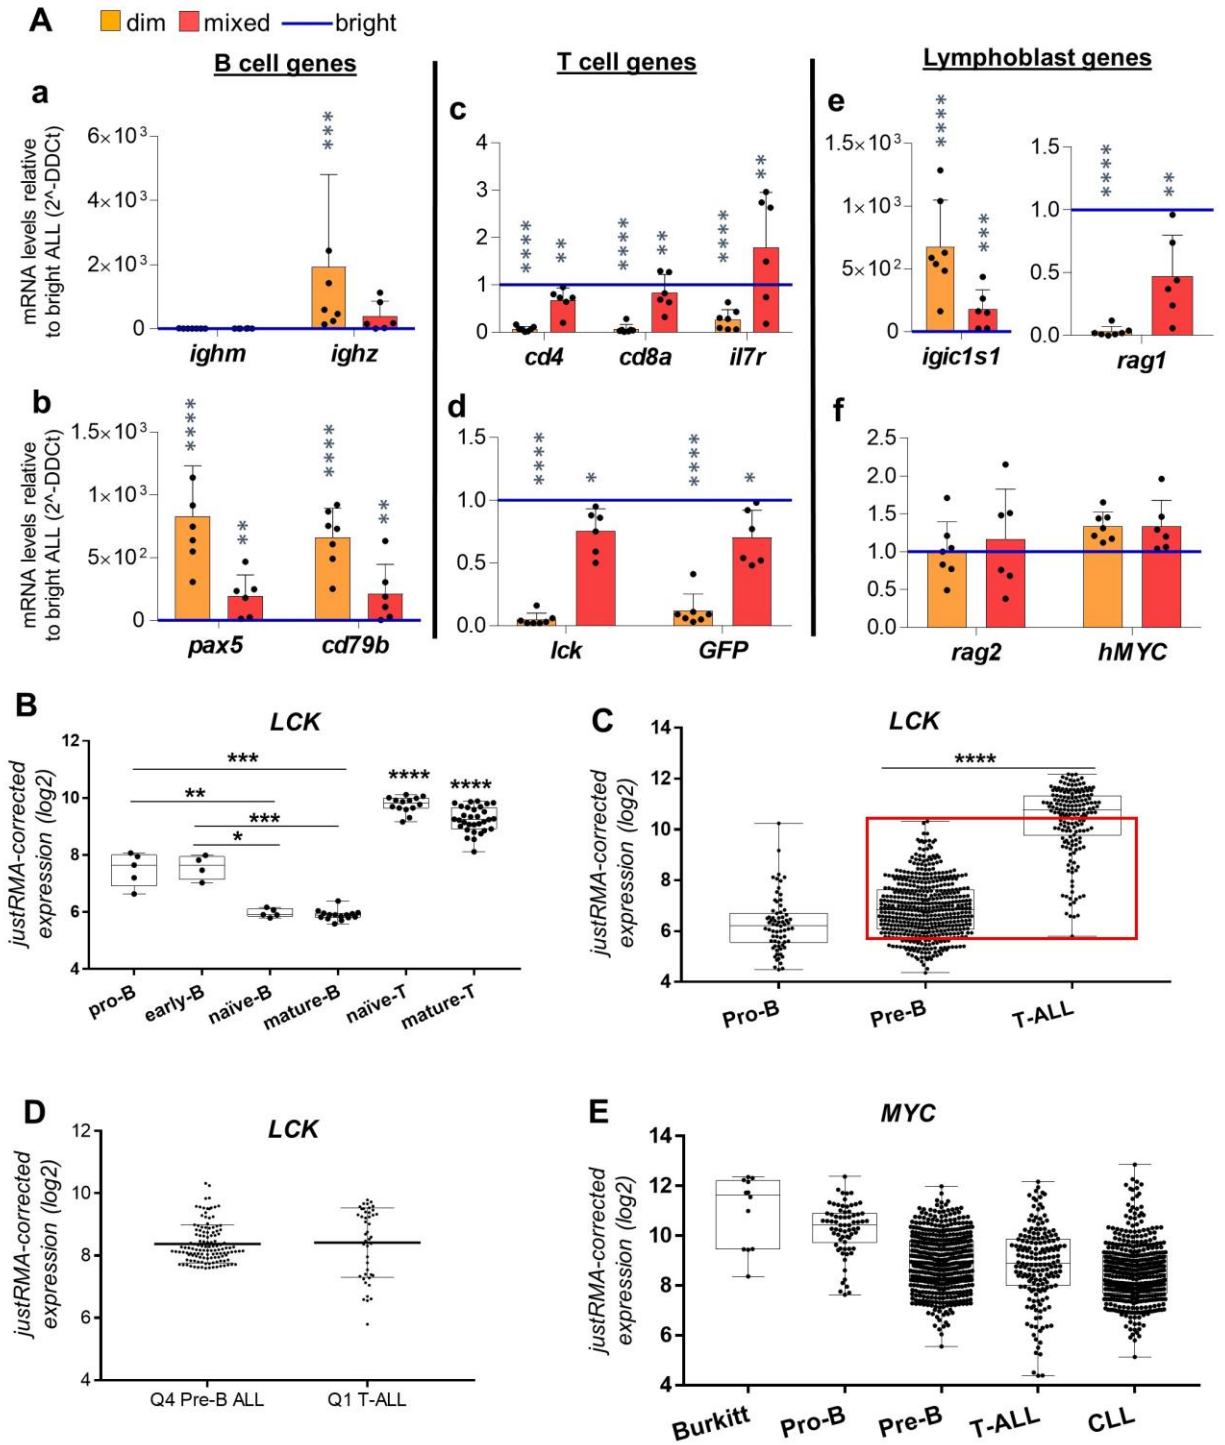

Fig. S2. Gene expression in zebrafish *hMYC* ALL and *LCK* and *MYC* expression in human normal lymphocytes and lymphoid leukemias.

(A) qRT-PCR results of Fig. 3A, depicting gene expression in dim and mixed ALL relative to bright ALL (blue lines). (B) *LCK* expression in normal human lymphocytes at different maturation stages. (C) *LCK* expression in different human ALL types. Red box highlights pre-B and T-ALL with over-lapping *LCK* expression values. (D) Comparison of the highest *LCK*-expressing pre-B ALL quartile (Q4) vs. the lowest T-ALL quartile (Q1) from the MILE1 study shows no statistical difference (p -value = 0.75). (E) *MYC* expression in different human lymphoid leukemias of the MILE1 cohort. No statistical difference (p -value = 0.34) was seen between pre-B and T-ALL. (B-E) Expression values are $\log_2$ scale, normalized against the entire dataset using the justRMA algorithm. Statistical analysis using Mann-Whitney test (p -values: * <0.05 , ** <0.01 , *** <0.001 , **** <0.0001).

Fig. S3

A

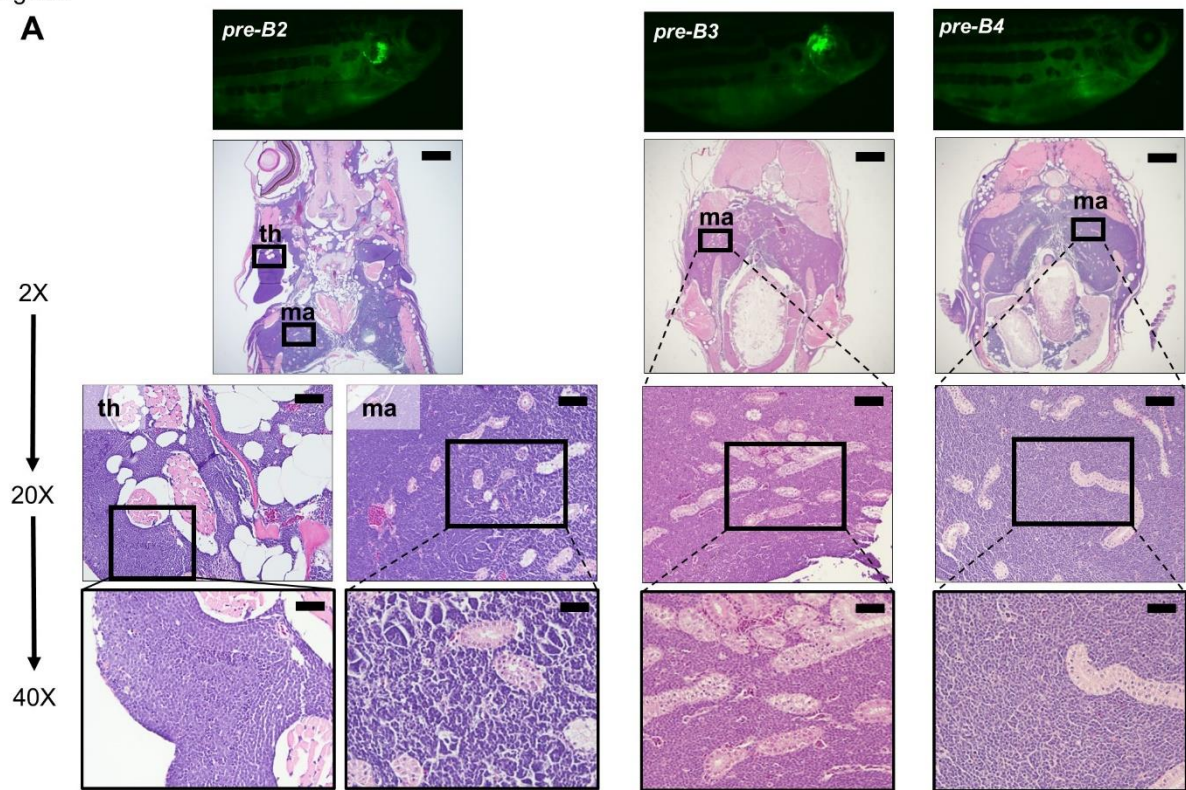

B

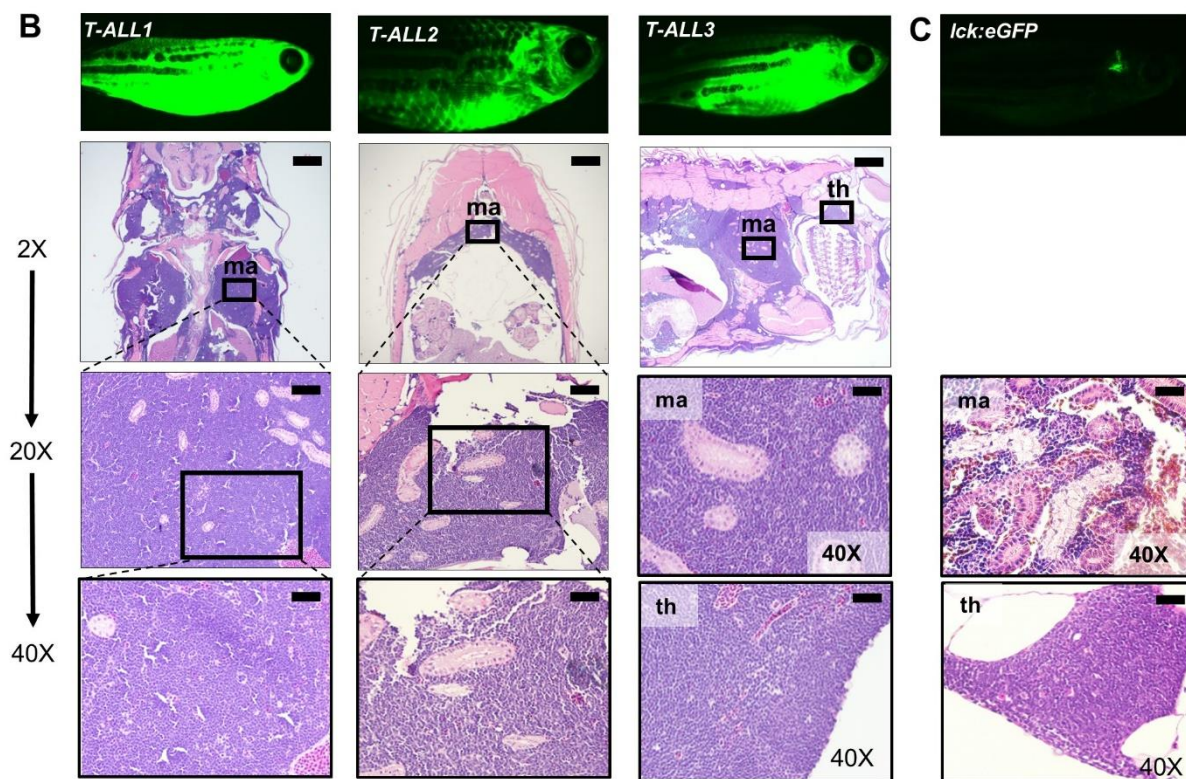

C

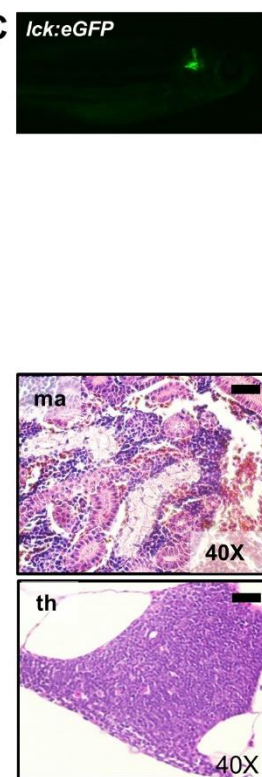

Fig. S3. Histology of *hMYC*-driven pre-B ALL.

High-exposure fluorescent microscopy images and H&E stains of: (A) 3 *hMYC* fish with pre-B ALL, (B) 3 *hMYC* fish with T-ALL, and (C) a WT *lck:eGFP* control fish. Vertical series of H&E images in (A) and (B) have higher magnification moving downward (2X, scale bar = 500 μ m; 20X, bar = 50 μ m; 40X, bar = 25 μ m), except (B) *T-ALL3* and (C) *lck:eGFP* images, where 40X images are shown for both marrow (**ma**) and thymus (**th**). Black boxes in 2X and 20X panels denote regions shown at higher magnification immediately below. Part (A) shows 3 pre-B ALL fish (*pre-B2*, sectioned coronally; *pre-B3* and *pre-B4*, sectioned axially). In *pre-B2* 2X image, note effaced architecture and gross enlargement of bilateral thymi and kidney-marrow by basophilic lymphoblasts. In *pre-B3* and *pre-B4* 2X images, marrows are massively expanded by lymphoblast infiltration, displacing skeletal muscle and extending into subcutaneous and cutaneous skin. Part (B) shows 3 T-ALL fish (*T-ALL1*, sectioned coronally; *T-ALL2*, sectioned axially; *T-ALL3*, sectioned sagittally) with similar histology to pre-B ALL fish. Part (C) shows normal anatomy of kidney-marrow and thymi in WT *lck:eGFP* control fish.

A

Fig. S4. IHC and RNA ISH of *hMYC* fish with pre-B ALL.

(A) and (B), High-exposure fluorescent microscopy images are shown at upper left, with low power anti-GFP IHC and H&E stains adjacent. Boxed regions in H&E images denote areas shown in high power IHC images of marrow (**ma**) or thymus (**th**) at right. Faint anti-GFP signal in pre-B ALL fish marrow is apparent by comparing IHC with or without anti-GFP primary Ab (Ab+, Ab-; all were treated with secondary Ab). (A) Two pre-B ALL fish (*pre-B5*, *pre-B6*) have strong thymic fluorescence and IHC signals. In these animals, IHC signals are seen in only thymus, not marrow. In *pre-B4*, individual GFP⁺ T cells can be seen in the pre-B ALL tumor mass (*pre-B4*; H&E of this fish is also shown in Fig. S3A). (B) *T-ALL2* shows strong IHC signal in both thymus and marrow. 2X images, scale bar = 500 μ m; 1000X images, scale bar = 20 μ m. (C) IHC, H&E and RNA ISH stains in a coronally-sectioned *hMYC* pre-B ALL fish. Left column shows 2X images of: (a) anti-GFP IHC, showing a small cluster of GFP⁺ T cells in thymus invaded by pre-B ALL cells, (b) H&E showing pre-B ALL infiltration in both thymi (**th**) and marrow (**ma**), (c) RNA ISH for *cd79b* (Cy5, red; 1st panel), *lat* (fluorescein, green; 2nd panel), *hMYC* (Cy3, yellow; 3rd panel) and DAPI (bottom panel). Panels at right show high magnification IHC and ISH stains of area in red-dashed box of 2X images that includes thymus (blue box) and marrow (yellow box). Staining by the T cell-specific *lat* probe corresponds precisely to the thymic region that was also positive by IHC. 2X images, scale bar = 1 mm; high power images, scale bar = 200 μ m. Fig. 3F shows fluorescent microscopy and additional IHC stains of this specimen (*pre-B2*).

Fig. S5

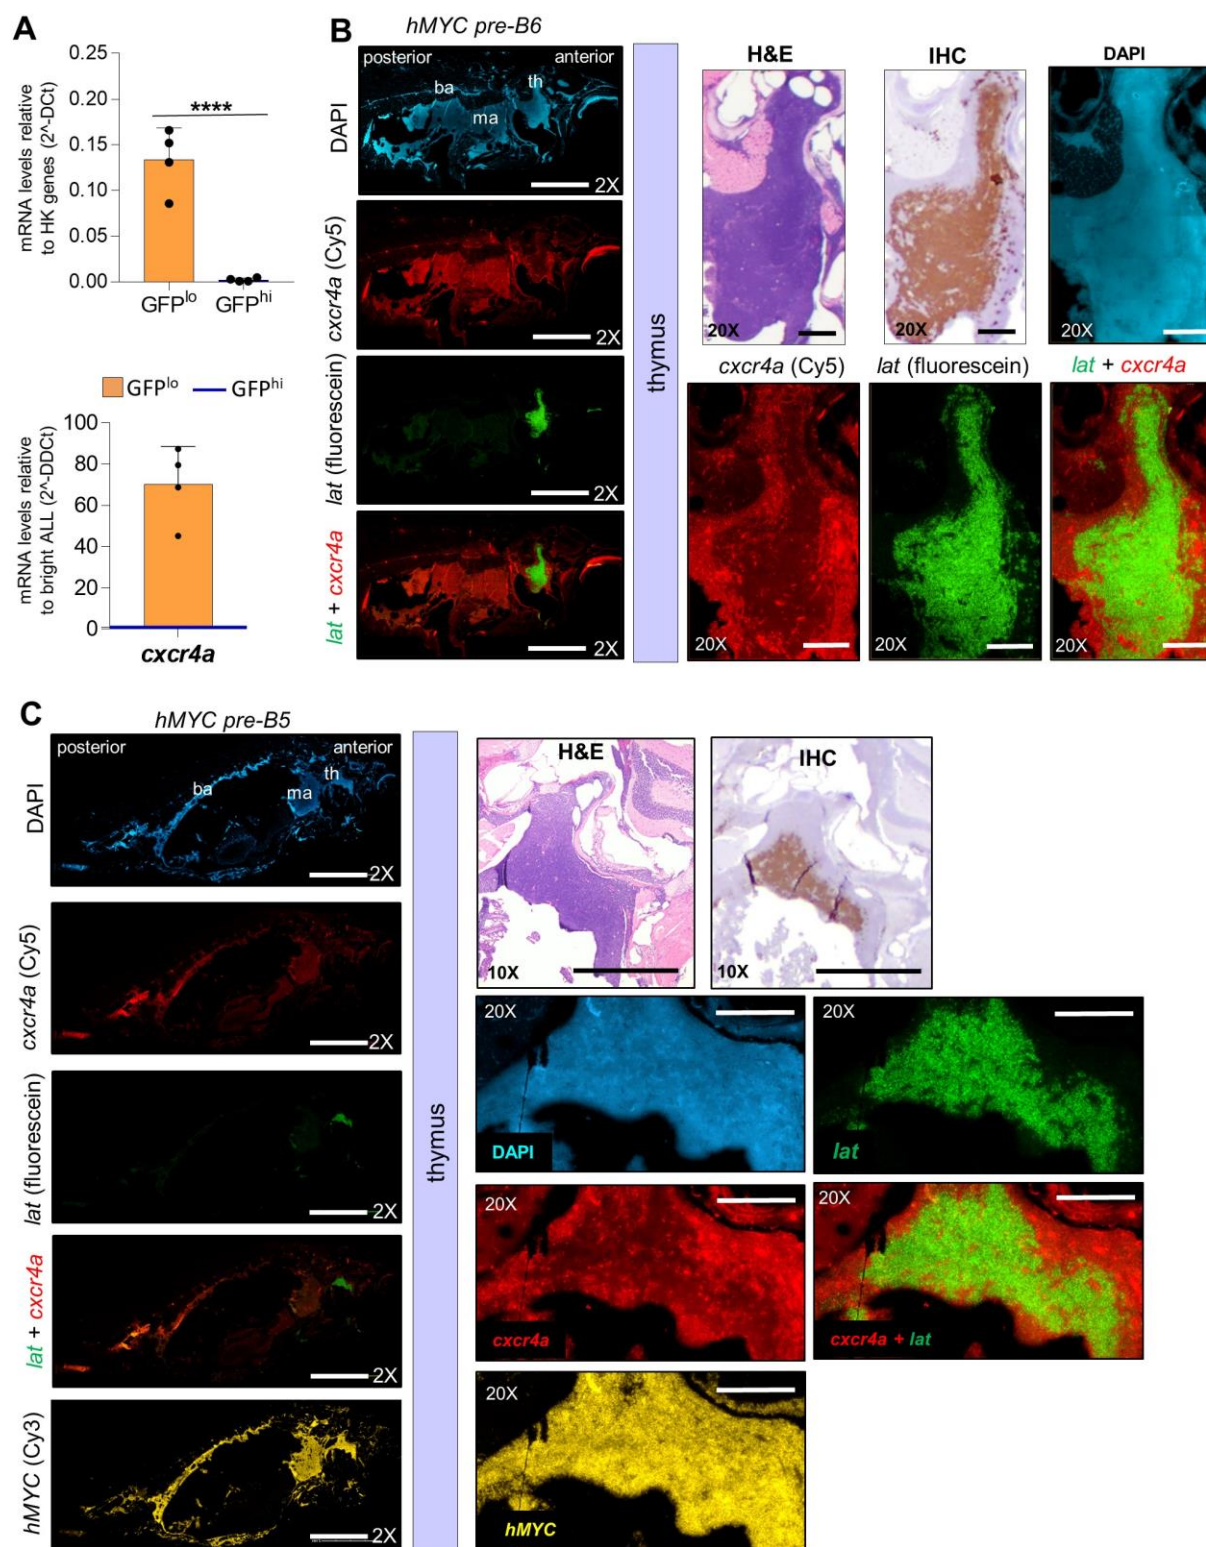

Fig. S5. Pre-B ALL co-express *hMYC* and B cell-specific *cxc4a*.

(A) qRT-PCR shows significant up-regulation of *cxc4a* in pre-B (GFP^{lo}) vs. T-ALL (GFP^{hi}) ALL; *cxc4a* expression is depicted after normalization to housekeeping (*β-actin* and *eef1a1l1*) genes (2⁻DCt, top graph) and relative to T-ALL (2⁻DDCt, bottom graph). Significant differences are indicated (Mann-Whitney test, *p*****<0.0001). (B-C) H&E, anti-GFP IHC, and RNA ISH of two sagittally-sectioned *hMYC* fish with pre-B ALL. **B-C, Left:** total body DAPI stains (top) and RNA ISH for *cxc4a* (red), *lat* (green), merged *cxc4a* + *lat* and *hMYC* [yellow; panel C only (*hMYC* stain of specimen *pre-B6* shown in Fig. 4E). **B-C, Right:** 20X images of thymus by H&E, anti-GFP IHC, and RNA ISH of *cxc4a*, *lat*, and *hMYC* (panel C only). Compare *cxc4a* results with *cd79b* RNA ISH in Figs. 4E and S4C. (B) Specimen *pre-B6* (fluorescent microscopy, additional IHC, and H&E in Fig. S4A; RNA ISH of *cd79b* in Fig. 4E). (C) Specimen *pre-B5* (fluorescent microscopy, IHC, and H&E in Fig. S4A). 2X scale bar = 2 mm; 10X = 500 μm; 20X = 200 μm. Abbreviations: **th** = thymus; **ba** = back; **ma** = marrow.

Fig. S6

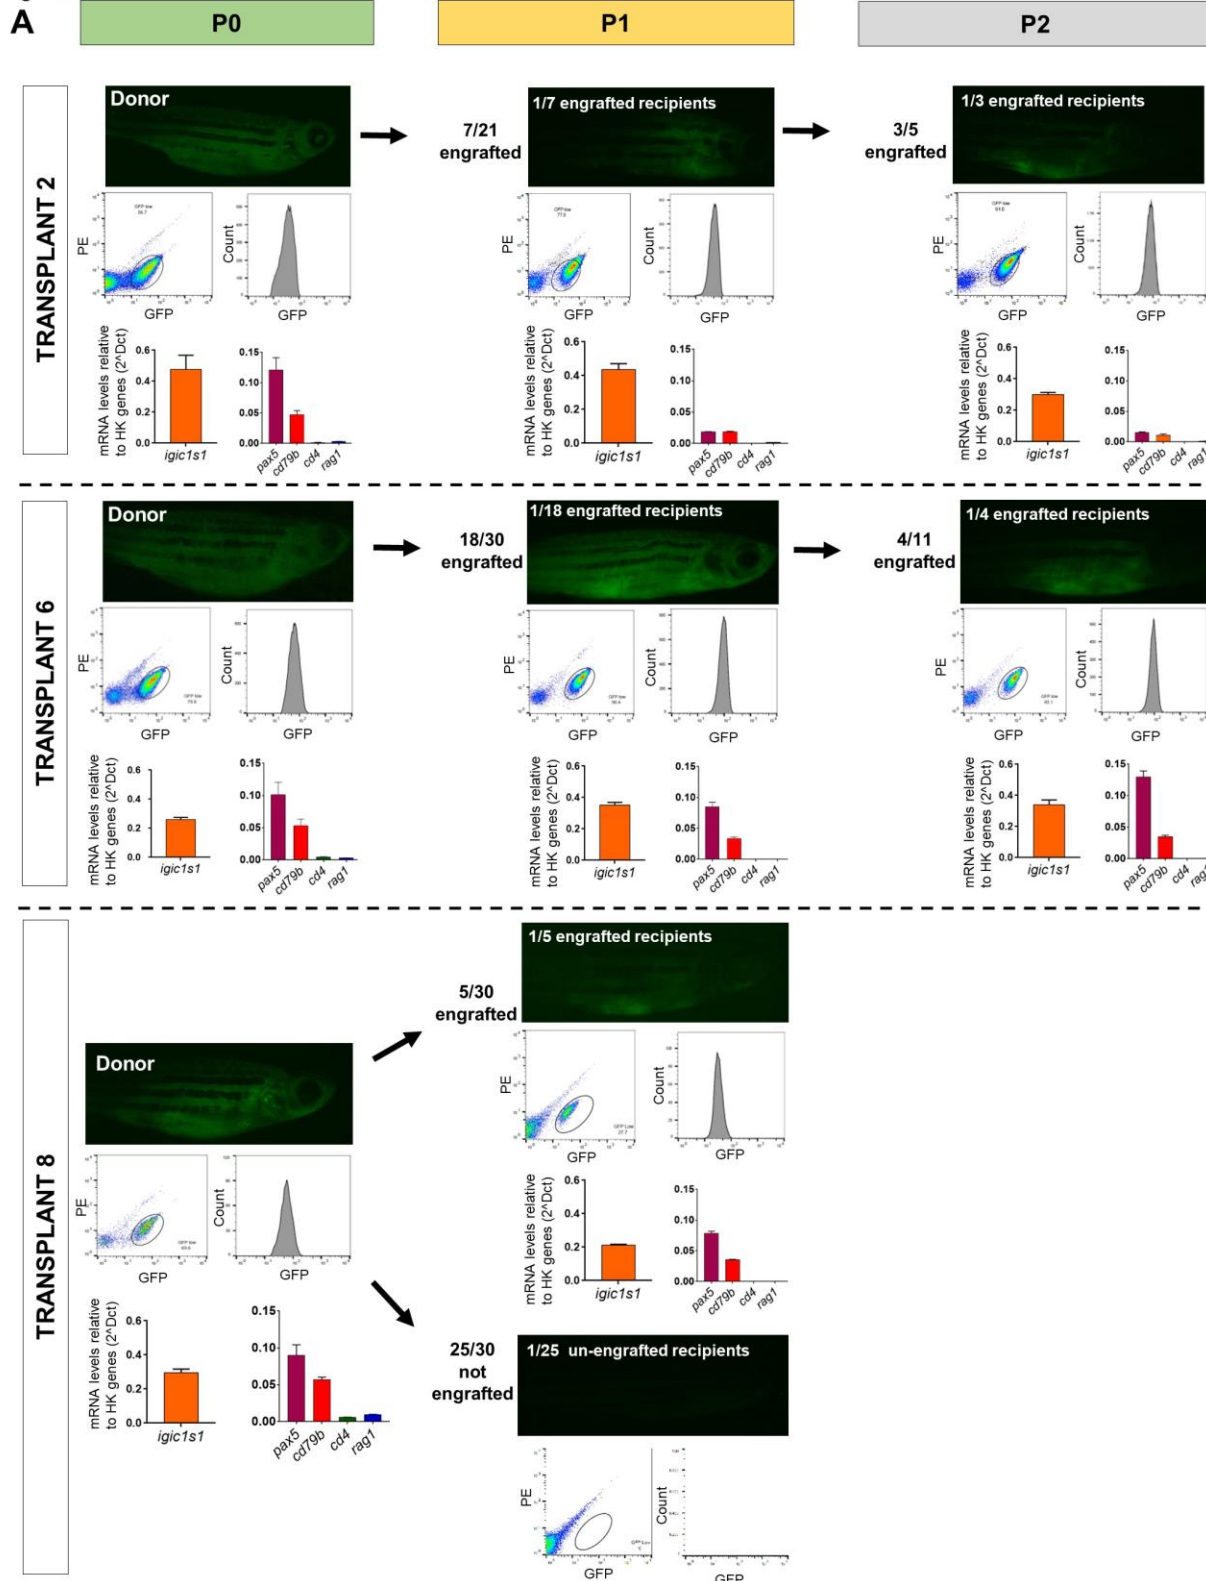

B

Transplant	10K	25K	50K	100K	250K	500K	Total #<br>engrafted	Total #<br>injected
	# engrafted/<br># injected	# engrafted/<br># injected	# engrafted/<br># injected	# engrafted/<br># injected	# engrafted/<br># injected	# engrafted/<br># injected		
1	0/3	0/2	0/3	0/3	1/3	ND	1	14
2	0/5	0/2	0/4	3/5	ND	4/5	7	21
5	0/3	0/2	0/1	0/4	ND	1/4	1	14
6	ND	1/5	4/6	4/7	5/6	4/6	18	30
7	ND	0/5	0/6	1/7	0/6	0/6	1	30
8	ND	1/5	0/6	1/7	2/6	1/6	5	30

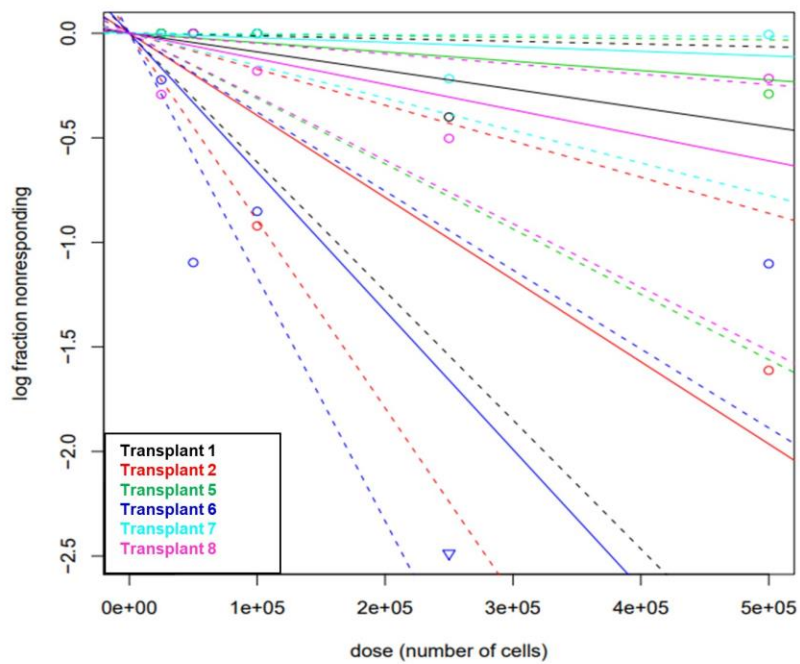

Transplant Series	LIC Frequency	95% CI
1	$1:1.1 \times 10^5$	$1:7.7 \times 10^5 - 1:1.6 \times 10^5$
2	$1:2.5 \times 10^5$	$1:5.8 \times 10^5 - 1:1.1 \times 10^5$
5	$1:2.2 \times 10^6$	$1:1.5 \times 10^7 - 1:3.2 \times 10^5$
6	$1:1.5 \times 10^5$	$1:2.6 \times 10^5 - 1:8.5 \times 10^4$
7	$1:4.6 \times 10^6$	$1:3.3 \times 10^7 - 1:6.4 \times 10^5$
8	$1:8.2 \times 10^5$	$1:2.0 \times 10^6 - 1:3.2 \times 10^5$

Fig. S6. Pre-B ALL can be allo-transplanted and contain Leukemic-Initiating Cells (LIC).

(A) Select results from 3 (Transplants 2, 6, and 8) of 9 *hMYC* pre-B ALL that successfully engrafted after transplant into immunocompromised WT fish (11 pre-B ALL were tested: 9 engrafted and 2 did not engraft). High exposure fluorescent microscopy images, FACS plots showing gating (black ovals) and GFP intensities of sorted populations, and qRT-PCR of B cell- (*igic1/s1*, *pax5*, *cd79b*) and T cell- (*cd4*, *rag1*) specific genes. Donor fish (P0; left column) and one representative recipient fish from the first transplant round (P1; center column) are shown. For Transplant 8, a representative non-engrafted fish is also shown at bottom. For Transplants 2 and 6, data from second-round serial transplants (P2; right column) are also reported, proving pre-B ALL can serially engraft (3 total serial transplants attempted, all successfully engrafted). qRT-PCR results are normalized to HK genes (*β-actin* and *eef1a1l1*) and shown as means + S.E. (B) Upper table depicts engraftment results from 6 pre-BALL transplanted using different cell concentrations to determine LIC (example engrafted fish from Transplants 2, 6, and 8 shown in panel A). No engraftment occurred in Transplants 3 and 4 (data not shown). Figure and lower table show estimated LIC frequencies calculated from the 6 *hMYC* pre-B ALL in the upper table (solid lines). LIC frequencies are shown with 95% confidence intervals (dashed lines).

Fig. S7

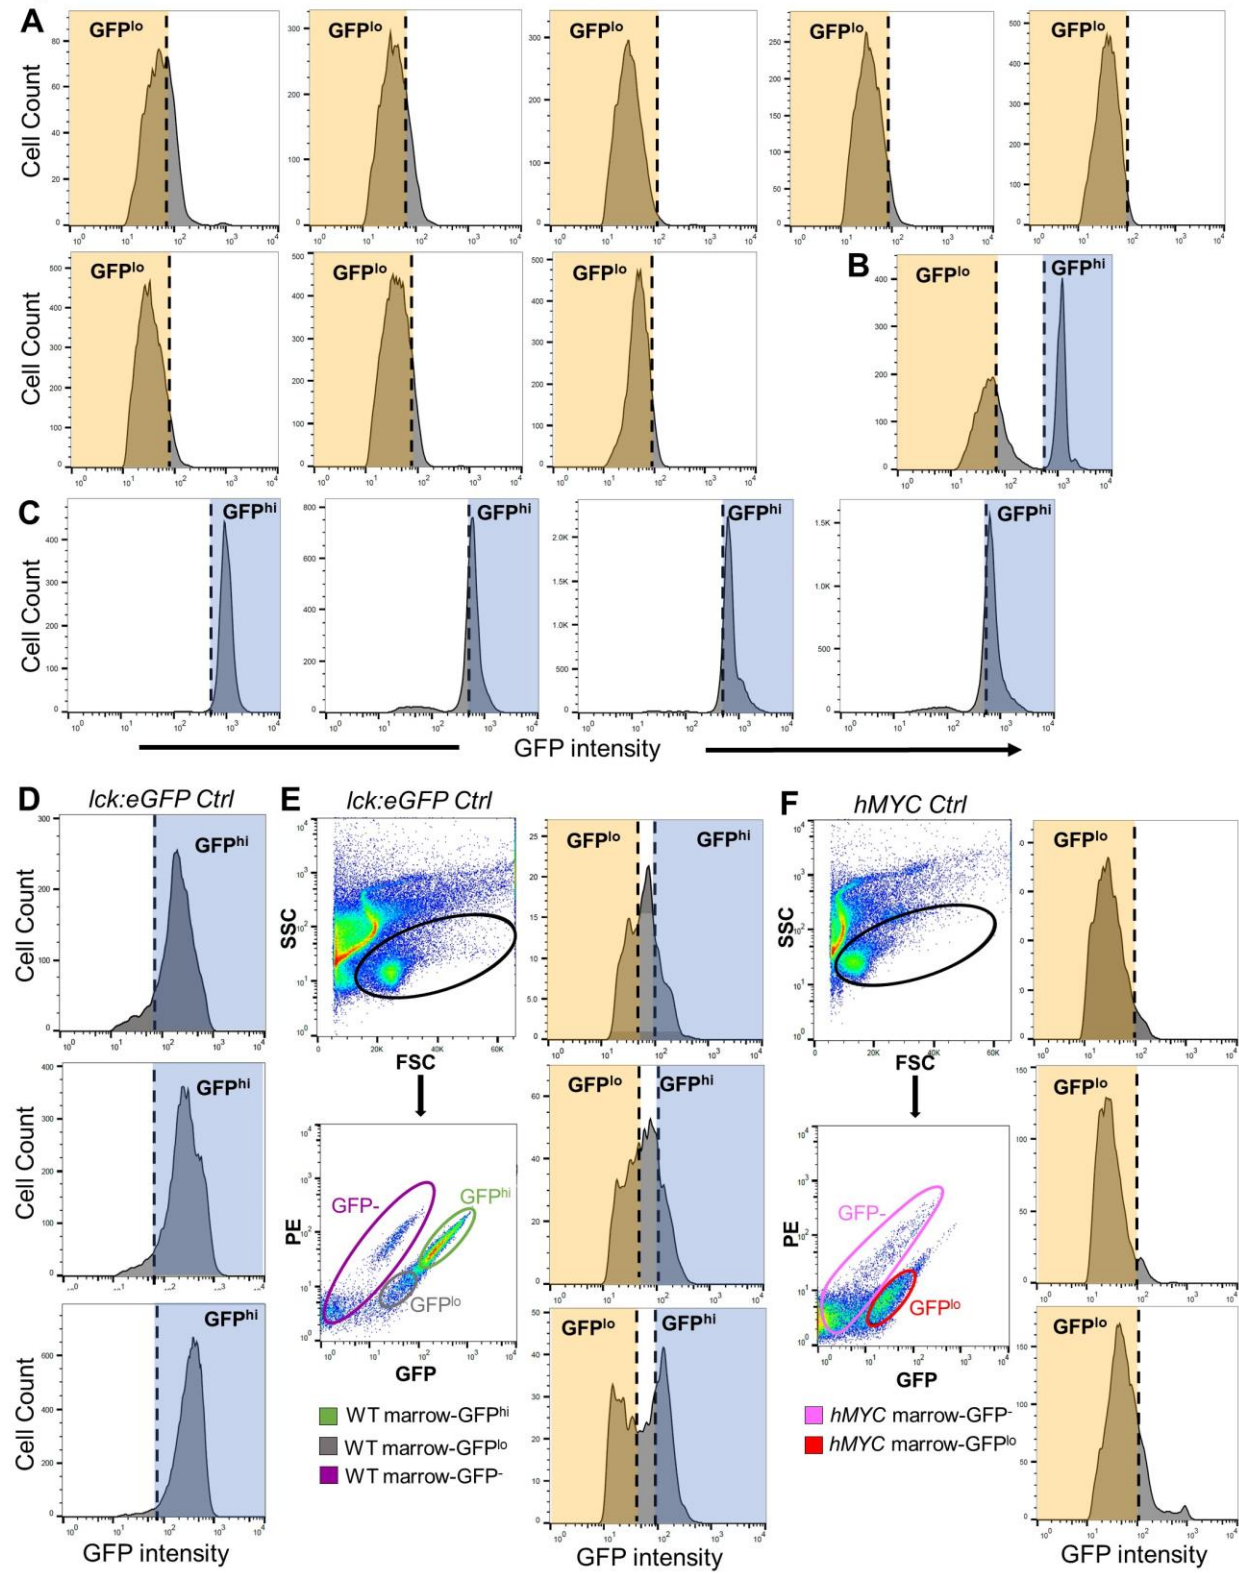

Fig. S7. GFP^{lo} and GFP^{hi} lymphocytes isolated for expression profiling.

Plots of GFP^{lo} (orange) and GFP^{hi} (blue) populations FACS-purified for RNA quantification. (A) Pre-B ALL (n=8) sorted as pure GFP^{lo} populations (orange); (B) Mixed ALL sorted as separate GFP^{lo} (orange) and GFP^{hi} (blue) populations; (C) T-ALL (n=4) sorted as pure GFP^{hi} populations (blue). Control lymphocyte populations: (D) 3 groups of pooled WT *lck:eGFP* thymi (each group, n=10 fish) sorted for GFP^{hi} thymocytes (blue), (E-F) 3 groups of pooled WT or *hMYC* marrow (each group, n=10 fish). Upper left panels show side- and forward-scatter (SSC, FSC) gating of the lymphocyte/precursor population (black ovals). Panels below show subsequent purifications of these cells into GFP⁻ (fuchsia and pink ovals), GFP^{lo} (gray and red ovals) and GFP^{hi} (green oval) sub-fractions. Note paucity of GFP^{hi} cells in *hMYC* marrows, which were not isolated. Oval colors match color-coding in Fig. 6. Triplicate plots at right show GFP^{lo} and GFP^{hi} biologic replicates for each 10-fish marrow sample. Marrow cells from each WT group (GFP⁻, GFP^{lo}, GFP^{hi}) were pooled from all 30 fish to yield sufficient RNA for expression analysis.

Fig. S8

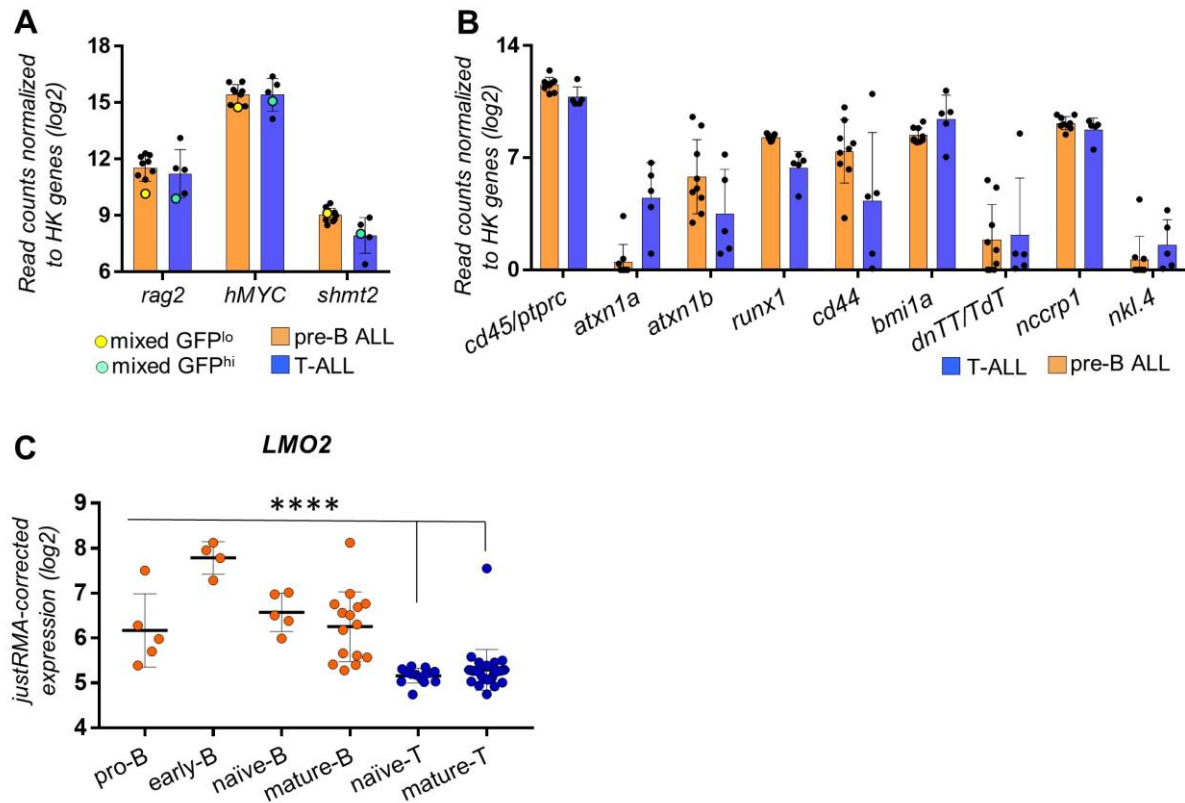

Fig. S8. Gene expression in pre-B ALL and other B and T lymphocytes.

(A) Expression of *rag2*, *hMYC* and *shmt2* in pre-B vs. T-ALL. GFP^{lo} and GFP^{hi} ALL from the mixed-ALL are labeled. (B) Cell surface marker genes common to B and T cells (*cd45/ptprc*, *cd44*), genes shared by B- and T-lymphoblasts (*dnTT/TdT*), NK cell genes (*nccrp1*, *nkl.4*), and genes with hematopoietic and/or leukemogenic roles (*atxn1a*, *atxn1b*, *runx1*, *bmi1a*) with similar expression in pre-B and T-ALL. (C) Expression of human *LMO2* at different B and T cell stages (Mann-Whitney test, p -value: ****<0.0001). Results in A-C expressed as mean $\pm$ SD.

Table S1. Expression values of genes tested by Nanostring nCounter RNA hybridization.

Table S2. Purity of FAC-sorted GFP^{hi} and GFP^{lo} populations from Thymus (left) and Marrow (right) of WT and hMYC control fish.

Table S3. Differentially-expressed genes in *hMYC* pre-B ALL and T-ALL.

# Supplementary material for: Simultaneous B and T cell acute lymphoblastic leukemias in zebrafish driven by transgenic MYC: implications for oncogenesis and lymphopoiesis
**Source:** Leukemia. 2018 Aug 15;33(2):333–47. doi: 10.1038/s41375-018-0226-6
**Supplement:** Supplementary file 5 — Supplemental M&M

Supplementary Materials for

Simultaneous B and T cell acute lymphoblastic leukemias in zebrafish driven by transgenic MYC: implications for oncogenesis and lymphopoiesis

Chiara Borga¹, Gilseung Park^{1†}, Clay Foster^{1†}, Jessica Burroughs-Garcia¹, Matteo Marchesin¹,
Rikin Shah¹, Ameera Hasan¹, Syed T. Ahmed¹, Silvia Bresolin⁴, Lance Batchelor¹, Teresa
Scordino², Rodney R. Miles³, Geertruy te Kronnie⁴, James L. Regens⁵, J. Kimble Frazer^{1*}

This PDF file includes:

Supplementary *Material & Methods*

References

Supplementary Material & Methods

Zebrafish Care and Fluorescent Microscopy Screening

Zebrafish housed in an aquatic colony at 28.5°C on a 14:10 hour light:dark circadian cycle and cared for according to protocols approved by the University of Oklahoma Health Sciences Center IACUC (12-066 and 15-046). For all procedures, fish were anesthetized with 0.02% tricaine methanesulfonate (MS-222). 3-6 month old *hMYC;GFP* fish of both genders were screened for abnormal GFP patterns, using a Nikon AZ100 fluorescent microscope. Low exposure (200 ms, 2.8X gain) and high exposure (1.5s, 3.4X gain) settings were used to obtain images with Nikon DS-Qi1MC camera. Images were processed with Nikon NIS Elements Version 4.13 software.

Fluorescence-Activated Cell Sorting (FACS) and Flow Cytometry Analysis

Cells from whole fish, excluding head regions, or specific organs were dissociated using a pestle and passed twice through 35 μm filters. GFP⁺ cells were collected from the lymphoid and precursor gates¹ using a BD-FACSJazz Instrument (Becton Dickinson, San Jose, CA, USA). Depending on the experiment performed, we FAC-sorted GFP⁺ (GFP^{hi} + GFP^{lo}) cells (microarrays and qRT-PCR, Figs. 1A-D, 3A, and S2A) or GFP^{lo}, GFP^{hi}, and GFP⁻ populations (allo-transplants and qRT-PCR, Figs. 5; S5, and S6; Nanostring^{TM}, Figs. 6 and S8). GFP intensity defined characteristic peaks on either side of $\sim 10^2$ on the GFP intensity axis of this instrument; this value was used to discriminate between GFP^{lo} and GFP^{hi} peaks. For percentage calculations, all GFP⁺ cells from 10^5 total events in the lymphoid/precursor gate were evaluated. GFP weighted mean fluorescence intensity (wMFI) was calculated using the following formula: [(MFI of GFP^{lo} population x % of GFP^{lo} cells) + (MFI of GFP^{hi} population x % of GFP^{hi} cells)]. For cell purity assays, GFP^{hi} and GFP^{lo} populations were FACS-purified from 3 month WT and *hMYC* control fish thymi and marrow. For each sample, 5,000 events were re-analyzed to test the enrichment of GFP^{hi} or GFP^{lo}

subfractions by the initial FAC-sorting procedure. Flow cytometric analyses performed using FlowJo software (Ashland, OR, USA).

RNA extraction and quantitative real-time polymerase chain reactions

Total RNA was extracted using Trizol according to manufacturer instructions (Invitrogen, Karlsruhe, Germany). For qRT-PCR, 16 ng of total RNA was reverse transcribed using standard methodology. SYBR-Green qRT-PCR was performed using a CFX96 Touch™ Real-Time PCR Detection System (Biorad, Hercules, California, USA). Each cDNA sample was tested in triplicate. The $2^{-\Delta\text{Ct}}$ ($\Delta\text{Ct} = \text{Ct}_{\text{experimental gene}} - \text{Ct}_{\text{housekeeping gene}}$) method ² was used to calculate the relative expression of each gene to housekeeping genes (*β-actin* and *eef1a1l1*).

RNA Microarrays

In vitro transcription, hybridization to Zebrafish Genome Arrays (#900487), and biotin-labeling performed according to manufacturer instructions (Affymetrix, Santa Clara, CA, USA). Microarray (.CEL file) data generated using Affymetrix GeneChip Command Console Software, normalized against the entire dataset using the justRMA algorithm, and analyzed using R-Bioconductor (Version 3.4.1). 

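justRMA reads the scanner files of all arrays together. It subtracts a background fitted to the probes of each array, makes the distribution of probe values equal on all arrays by quantile normalization, and sums the probes of each probe set into 1 log2 value by median polish. Each value therefore depends on all 13 arrays, and a change of most transcripts in 1 direction would be evened out before the values were deposited.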

Unsupervised and supervised hierarchical clustering used to group specimens based on Euclidean distance and the Ward method. 

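Ward's method joins, at each step, the 2 clusters whose union adds the least to the variance within clusters, and the height of a join grows with that addition. On the 1000 probe sets with the highest variance, the third join from the top, at 60.3, parts *hlk* replicate 1 from *hlk* replicates 2 and 3, at nearly the height that parts *hMYC-1* from *hMYC-2*. With average or complete linkage, with 1 minus Pearson's correlation, with scaled probe sets or with all probe sets, *hlk* replicate 1 separated before the *hMYC* arrays did, so that 8 of 13 arrays fell as labelled at 3 clusters. At their own first split, the 10 *hMYC* arrays fell as labelled in each of these settings. Among the 1000 probe sets were 23 of the 33 probe sets of immediate early and dissociation stress genes. Clustering without that list, which was chosen after seeing the data, still placed 10 of 10 *hMYC* arrays as labelled at their first split. Leaving out the probe sets that differ between *hMYC-2* and *hMYC-1*, also chosen after seeing the data, placed 8 of 10. Those probe sets were picked on these arrays for parting the groups, so a weaker split was favoured in advance.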

Differentially-expressed genes identified by shrinkage t-tests ³ with local false discovery rate used to correct *p*-values (lfr < 0.05).

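The shrinkage t divides the difference of 2 group means by standard errors drawn towards their median over all genes, and the local false discovery rate estimates for each gene the chance that it is unchanged. Written here from the published formulas and run on the arrays of the 2 groups alone, it called 1184 probe sets in *hMYC-1* and 961 in *hMYC-2* against *hlk* at a local false discovery rate under 0.05, with 442 higher in both. Among its calls, *blnk* passed in *hMYC-1*, and *syk* did not (local false discovery rate 0.0238 and 0.728). On simulated arrays with known changes it called 0.719% of unchanged probe sets in the design of *hMYC-1* against *hlk* and 0.346% in that of *hMYC-2* against *hlk*, where limma called 0.059% and 0.02%. Only 200 of the 15502 simulated probe sets changed, far fewer than limma called on the real arrays (2909 and 3822). There the shrinkage t called fewer than limma, so the simulation does not show which test is stricter on the real data.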

Data deposited at NCBI GEO repository GSE109437: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE109437>; enter security token “sbmduyqinlildcz” where indicated). Public microarray data from normal human B and T cells at various maturational stages ⁴ and leukemia patients on the MILE stage 1 study ⁵ used for gene expression analysis.

Histology and Immunohistochemistry (IHC)

H&E stains performed using standard methodology. IHC stains performed using 1:8000 dilutions of anti-GFP antibody (#GTX20290, GeneTex, Irvine, CA, USA) at 37° C using a Ventana BenchMark XT instrument. Staining of GFP⁺ tissues performed using an Inview 3,3'-Diaminobenzidine (DAB) detection kit (Ventana Medical Systems, Tucson, AZ, USA).

Western Blot Analysis

FACS-purified GFP^{lo} pre-B ALL and GFP^{hi} T-ALL cells were homogenized in lysis buffer [(20mM Tris-HCl pH 8.0, 137mM NaCl, 2mM EDTA, 1% NP-40, and 10% Glycerol supplemented with Protease Inhibitor Cocktail (#P8340; Sigma, St. Louis, MI, USA)]. Total protein was resolved on a 4–10% gradient polyacrylamide gel and transferred to a nitrocellulose membrane (both BioRad) using transfer buffer (25mM Tris, 192mM glycine, and 20% methanol). Tris-buffered saline, 5% non-fat dry milk, and 0.05% Tween-20, used for blocking. Blots incubated overnight at 4°C with anti-GFP primary antibody (#sc-9996; Santa Cruz, Dallas, TX, USA), followed by incubation with horseradish peroxidase-conjugated secondary antibody (BD). Immuno-reactive bands detected using ECL 2 western blot substrate (Pierce; Waltham, MA, USA). Parallel incubation with anti- β -actin antibody (#ab8227; Abcam, Cambridge, MA, USA) used as a positive control.

Allo-transplantation assays and Leukemia-Initiating Cells (LIC) calculations

For allo-transplants, FACS-purified GFP^{lo} pre-B ALL cells were pelleted by centrifugation and re-suspended in sorting media [1X RPMI medium (Life Sciences technology), 10% FBS, and 1% penicillin and streptomycin] to achieve stock solutions with concentrations of 10⁵ cells/ μ l. Stock solutions were serially diluted to achieve the desired dose for injections into sub-lethally irradiated (23 Gy) recipient *WIK* WT fish 48-72 hours after irradiation. Transplantations were performed

by injecting 2.5-5 μ l of cell suspension into the peritoneal cavity with a Hamilton syringe. Recipient fish were scored for engraftment by fluorescent microscopy every 7 days until 21 days post-transplant, or until host fish became moribund. Engraftments detected by fluorescent microscopy were confirmed by dissecting fluorescent tissue from recipients and analyzing cell suspensions by FACS and qRT-PCR, in identical fashion to analyses done on fish with *de novo* ALL. LIC frequencies were calculated using limiting dilution analysis software (<http://bioinf.wehi.edu.au/software/elda/>), with LIC frequencies reported with 95% confidence intervals.

Statistical analysis

GraphPad Prism 7 software (La Jolla, CA, USA) used to calculate Spearman correlations and non-parametric Mann-Whitney tests for genes tested by qRT-PCR. Two-tailed 95% confidence intervals were used to determine significance, and significant differences are reported as *p-values* with $p^* < 0.05$, $** < 0.01$, $*** < 0.001$ and $**** < 0.0001$.

References

1. Traver D, Paw BH, Poss KD, Penberthy WT, Lin S, Zon LI. Transplantation and in vivo imaging of multilineage engraftment in zebrafish bloodless mutants. *Nat Immunol* 2003 Dec; **4**(12): 1238-1246.
2. Meyer LH, Eckhoff SM, Queudeville M, Kraus JM, Giordan M, Stursberg J, *et al.* Early relapse in ALL is identified by time to leukemia in NOD/SCID mice and is characterized by a gene signature involving survival pathways. *Cancer Cell* 2011 Feb 15; **19**(2): 206-217.
3. Opgen-Rhein R, Strimmer K. Accurate ranking of differentially expressed genes by a distribution-free shrinkage approach. *Stat Appl Genet Mol Biol* 2007; **6**: Article9.
4. Novershtern N, Subramanian A, Lawton LN, Mak RH, Haining WN, McConkey ME, *et al.* Densely interconnected transcriptional circuits control cell states in human hematopoiesis. *Cell* 2011 Jan 21; **144**(2): 296-309.
5. Haferlach T, Kohlmann A, Wiczorek L, Basso G, Kronnie GT, Bene MC, *et al.* Clinical utility of microarray-based gene expression profiling in the diagnosis and subclassification of leukemia: report from the International Microarray Innovations in Leukemia Study Group. *J Clin Oncol* 2010 May 20; **28**(15): 2529-2537.

How the deposited data were processed for this re-analysis (not part of the article)

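GFP+ ALL cells sorted from the bodies of 13 adult zebrafish were measured on the Affymetrix Zebrafish Genome Array, with 3 arrays of *hlk* T-ALL, 4 of *hMYC-1* ALL and 6 of *hMYC-2* ALL. Groups and replicate numbers were taken from the sample labels, whose group sizes match the paper. The labels describe each array as 1 fish. The authors deposited log2 values per probe set, which they made with justRMA over the whole dataset. No scanner files were used here, so the authors' background correction, normalization and summary of probes were not repeated.

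The 115 control probe sets were left out and the other 15502 probe sets tested with no further filter. The symbols come from a table of the array's annotation and were updated through gene IDs, which matched for 10711 of the 10795 probe sets with 1 symbol and changed 1 symbol. No gene was named from the 135 probe sets with several symbols or the 4572 with none. Several genes that the paper names (*ighm*, *itk*, *igic1s1*, *igiv1s1*, *igiv2s1* and *pag1*) were not analysed here, because no probe set carried them as its only symbol.

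Groups were compared with limma (lmFit and eBayes) in 1 fit over the 13 arrays with a mean per group, for the contrasts *hMYC-1* against *hlk*, *hMYC-2* against *hlk*, all *hMYC* against *hlk* and *hMYC-2* against *hMYC-1*, with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05. Standard errors are limma's moderated ones. Gene lists were tested with camera (limma) at a preset correlation of 0.01 between genes, each against all other named genes, with 1 probe set per gene and Benjamini-Hochberg adjustment over the 31 lists within a contrast. An estimated correlation was the alternative, and with it no list passed in *hMYC-1* against *hlk* or in *hMYC-2* against *hMYC-1*, and 1 passed in *hMYC-2* against *hlk*, the B cell genes of Table S1. Replicate numbers were checked for pairing by the correlation of the deviations of same-numbered arrays from their group means. All 3 pairs of *hMYC-2* with *hlk* were over 0.1 (0.23 to 0.32), so the fit with the replicate number as a block is given beside that count. The pairs of *hMYC-1* with *hlk* ran from −0.15 to 0.10 and those of *hMYC-2* with *hMYC-1* from −0.32 to 0.17. Neither the labels nor the paper say that a number marks a shared fish or day. Single genes were also compared by exact two-sided permutation and Mann–Whitney tests. Clustering used Euclidean distance and Ward's method on the 1000 probe sets with the highest variance. The level of a list on an array is the mean over its measured genes of the log2 value minus that gene's mean over the *hlk* arrays, and relations between such levels were tested with 1e+05 permutations for 10 arrays and with all of them for 6.

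The tests, the lists, the alternatives and the rule for naming genes were set before the data were examined. A first fit of the data had been seen when the tests of the closing section, the distances from *hlk* and the counts of means between groups were written down. The rule for naming takes, in each of the comparisons *hMYC-1* against *hlk*, *hMYC-2* against *hlk* and *hMYC-2* against *hMYC-1*, the 10 genes with the largest rise and the 10 with the largest fall among those past the threshold with 1 symbol and no overlap between the groups' arrays. It adds each gene the paper names for the arrays or measures later by other assays, and up to 4 members of each list with the smallest adjusted p. A gene with several probe sets is shown by the one with the highest mean. Only part of the genes that the rule allows are named. The lists cover the B cell, B cell receptor and T cell genes of Table S1 of the study, B and T lineage genes, B cell receptor, PI3K and T cell receptor signaling, lymphoblast genes, MHC class II, replication, mitosis, MYC targets, ribosomal proteins, interferon response, immediate early and dissociation stress genes, the unfolded protein response, glycolysis, oxidative phosphorylation, and markers of erythroid cells, neutrophils, macrophages, NK cells, thrombocytes, muscle, skin, hepatocytes, exocrine pancreas and intestine, ovary, fibroblasts and endothelium, and kidney tubule.

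The steps were tested on simulated data with 200 changed probe sets among the 15502. In the design of *hMYC-1* against *hlk*, limma recovered 40%, 76%, 96% and 98% of changes of 0.5, 1, 2 and 3 (log2) and called 0.059% of unchanged probe sets. In that of *hMYC-2* against *hlk* it recovered 45.9%, 75.8%, 97.3% and 100% and called 0.02%. In that of *hMYC-2* against *hMYC-1* it recovered 94% of changes of 2. The overlap of unchanged groups was simulated in 100 datasets, in which all arrays were drawn anew and both *hMYC* groups were compared with the same simulated *hlk* arrays.

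The alternatives were the shrinkage t of the study with a local false discovery rate, a trended and robust eBayes prior, array weights, a fit of the 2 groups alone, a filter on low values, a further quantile normalization, a shift to equal housekeeping genes, a 2-fold minimum, the replicate number as a block, and leaving out each array in turn. For lists, fry and the mean over a gene's probe sets were added, and for clustering, other numbers of probe sets, linkages and distances. A further 3 were chosen after seeing the data: both clusterings with some probe sets left out, and the counts without *hlk* replicate 1 and *hMYC-1* replicate 3 together. R 4.3.3 with limma 3.58.1 was used for all tests, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 for the plots.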

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

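The test of handling time, the look at lymphoblast genes in *hlk* replicate 1 and the demand that the relation of B and T lineage levels hold without its 2 farthest arrays were chosen only after the result was seen, and the other tests of this part were written down after a first look at counts, top genes, clustering and array correlations.

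Single arrays stood far from the rest of their group for 8 genes, 1 list and 1 control value, 10 of 190 groups tested, where chance gives about 1 in 20. *hMYC-2* replicate 1 was lowest of its group for *sptbn1* (10.41, nearest 11.07) and *mybbp1a* (9.36, nearest 9.69) and highest for the mean level of macrophage genes (−0.27, nearest −0.37). In *hMYC-2* replicate 5, *trac* was highest (6.39, nearest 4.51), as was the 3′ to 5′ difference of the control gene *acta1* (0.81, nearest 0.49). *ptprc* was lowest in *hMYC-2* replicate 4 (8.45, nearest 9.43) and *ppat* in *hMYC-2* replicate 3 (9.56, nearest 9.81). In *hMYC-1*, *cd74b* was lowest in replicate 3 (10.92, nearest 11.92) and *bop1* in replicate 1 (6.69, nearest 6.98), and *fosl2* was highest in replicate 4 (5.95, nearest 4.84). All values are log2.

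In limma's test 83 probe sets differed between *hMYC-2* and *hMYC-1*, where 1 of 100 splits drawn was as large, the real one, and the highest other gave 3, but the groups were made by clustering these arrays, so this does not exclude chance. For the contrasts with *hlk*, likewise, only the real split was as large. It was 1 of 35 for *hMYC-1* (2909 probe sets, highest other 578) and 1 of 84 for *hMYC-2* (3822, highest other 4). For all *hMYC* arrays it was 1 of 100 drawn (3949, highest other 170). *hMYC-1* and *hMYC-2* were picked by clustering these arrays, so their 2 contrasts do not exclude chance. All *hMYC* against *hlk* compares fish lines, and there chance is an unlikely source of the count. The split with 578 sets *hMYC-1* replicate 3 together with the *hlk* arrays. By name, *fosl2* (4.59), *sik1* (3.80), *jun* (3.35), *dusp5* (3.25), *junbb* (2.12), *myca* (1.83), *klf6a* (1.35) and *ldha* (1.13) were higher in *hMYC-2* and *sox19a* (−1.02) and *smarca2* (−0.42) lower, where most *hMYC-1* arrays were within background for *fosl2*, *dusp5* and *myca*, so that their sizes are uncertain. By list, camera gave an adjusted p of 3.32e-23 for immediate early genes, 1.47e-13 for mitosis, 5.04e-07 for the unfolded protein response, 0.000837 for PI3K signaling, 8.91e-05 for the B cell genes and 0.0164 for the T cell genes that the study lists, 0.00149 for the B cell receptor pathway, 0.0134 for glycolysis and 0.0249 for the B lineage list. None of these passed with an estimated correlation.

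Among the 83 probe sets, immediate early genes stood out. If the groups held different shares of the same B lymphoblasts and of *hlk*-like T lymphoblasts, *hMYC-1* would lie between *hlk* and *hMYC-2*. It did so for only 13.3% of the 83, which met the bound set against such mixing, and for 58 it lay beyond *hlk*. But the 83 were picked for a difference between *hMYC-2* and *hMYC-1*, which favours an *hMYC-1* mean at an end. No expected share was computed, so the share decides nothing and mixing with *hlk*-like cells stays open. No array is labelled as T-ALL of the *hMYC* line, so mixing with such cells was not tested and stays open. The 3′ to 5′ gaps differed between *hMYC-2* and *hMYC-1* by −0.27 for *GAPDH* (standard error 0.32, exact permutation p = 0.381) and −0.02 for *acta1* (0.20, p = 0.952). Both values met the bound of 0.5 set against RNA degradation, which was written without an error. With its error the *GAPDH* difference reaches 0.586, past that bound, so degradation stays open. A repeat without *hMYC-1* replicate 3, tried after this was seen and picking the array by the value tested, decides nothing. Handling between dissociation and lysis stays open, and may differ by array: the list's level deviated by up to 0.84 from the mean within *hMYC-1*, by up to 0.35 within *hMYC-2* and by up to 0.20 within *hlk*, and no source used here gives the times, so handling and leukemia group cannot be told apart. A difference in biology between *hMYC-1* and *hMYC-2* also stays open and was not tested.

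*hlk* replicate 1 lay apart from *hlk* replicates 2 and 3 in clustering. A lower share of T lymphoblasts stays open: its T lineage level was 0.949 above the lower of the other *hlk* arrays, which met the bound set against it, but that level speaks to T identity rather than to lymphoblasts, and its lymphoblast list (−0.50 against 0.12 and 0.38), *rag1* and *rag2* were lowest of the 3. RNA degradation may contribute: its *GAPDH* 3′ to 5′ difference exceeded that of every other array by 2.2, but that of *acta1* by only 0.27, so it stays open. Cells of other types stay open too, since its skin and epithelium level was 0.823 above the higher of the other *hlk* arrays, short of the 1 set as the bound, with exocrine pancreas and intestine at 0.55 and muscle at 0.33, though GFP+ cells were sorted from lymphoid and precursor gates, which is meant to remove such cells. The fish themselves may differ, which was not tested.

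By distance on the 1000 probe sets with the highest variance, *hMYC-1* replicates 3 and 4 lay nearer to *hlk* than *hMYC-2* did (73.5 and 77.6). Replicates 1 and 2 (83.2 and 83.3) lay among the *hMYC-2* ALL. Different shares of B and T lineage cells in each array may underlie this, with B and T lineage levels related at r = −0.834 over the 10 *hMYC* arrays, past the bound set for it. But the relation rests on *hMYC-1* replicates 3 and 4 and was −0.0271 with the median over genes, though −0.859 over probe sets above the array median, so shares of cells and other differences of these 2 arrays cannot be told apart. Higher macrophage genes and, in replicate 3, a *GAPDH* 3′ to 5′ difference of 2.49 accompany the pattern. No test here measures cells, and a biological difference among *hMYC-1* fish stays open.

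Several lists that the paper does not discuss also passed against *hlk*, none of them with an estimated correlation. In *hMYC-1* these were MYC targets (camera's adjusted p = 1.34e-08), interferon response (0.00122), mitosis (0.0049) and MHC class II (0.0364). In *hMYC-2* they were MYC targets (5.59e-10), immediate early genes (3.78e-05), interferon response (0.0152), skin and epithelium (0.0237) and the unfolded protein response (0.0369).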

How the results depend on the processing

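The counts without *hlk* replicate 1 and *hMYC-1* replicate 3 together and the clusterings with listed probe sets left out were chosen only after the result was seen. The direction of every called gene and list named in the text held in each alternative run, except *smarca2*, which was lower in *hMYC-2* than in *hMYC-1* by its probe set with the highest mean and at 0.15 by the mean of its probe sets, and the cause was not tested.

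With the shrinkage t of the study, 1184 (*hMYC-1*), 961 (*hMYC-2*) and 1027 (all *hMYC*) probe sets changed against *hlk* and 442 were higher in both groups. With a 2-fold minimum these were 1213, 1342, 1294 and 585, and 55 probe sets differed between *hMYC-2* and *hMYC-1*. A fit of *hMYC-1* and *hlk* alone called 1879. Between *hMYC-2* and *hMYC-1*, array weights gave 153, the housekeeping shift 55, and the 2 arrays left out together 48. Leaving out 1 array at a time gave 2360 to 3020 for *hMYC-1*, 3320 to 3846 for *hMYC-2*, 3428 to 3900 for all *hMYC*, 1040 to 1278 for those higher in both, and 40 to 99 between *hMYC-2* and *hMYC-1*, with 40 without *hMYC-1* replicate 3, 49 without *hMYC-2* replicate 2 and 51 without *hMYC-2* replicate 3. The housekeeping shift moved the median of all probe sets to 0.19, 0.07, 0.12 and −0.11 in the 4 contrasts, and changes there are relative to it. Why the counts moved was not tested, apart from the stricter threshold of the 2-fold minimum and the smaller number of arrays.

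With the replicate number as a block, 2395 probe sets changed in *hMYC-2* against *hlk*, 2086 in *hMYC-1*, 2667 in all *hMYC* and 25 between *hMYC-2* and *hMYC-1*. The block lowered the count for *hMYC-2* against *hlk*, where the numbers met the rule for pairing, and changed no call there of a gene named in the text, while replication genes were the only list gained and none was lost. Of all 137 genes that the naming rule allows in that comparison, 20 lost their call with the block and 2 gained one. In the other comparisons the arrays share only a number, and over all groups 5 of 11 arrays lay closest to their own number.

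The number of lists past the threshold was 7 in *hMYC-1*, 9 in *hMYC-2* and 8 in all *hMYC* against *hlk* and 9 between the groups. With an estimated correlation these were 0, 1, 1 and 0, with fry, which asks only whether a list moves 1 way, 12, 22, 17 and 6, and with the filter on low values 5 for all *hMYC*. Leaving out 1 array gave 6 to 9, 6 to 11, 5 to 11 and 8 to 12, with 5 for all *hMYC* without *hlk* replicate 1 or *hMYC-2* replicate 1, 2, 4, 5 or 6.

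The *hlk* arrays stood apart at 2 clusters in every setting run with them. The adjusted Rand index at 3 clusters, 1 as reported, was 0.376 with all probe sets, scaled probe sets, average or complete linkage, 1 minus Pearson's correlation, or without the immediate early list or the 83 probe sets, where *hlk* replicate 1 separated first. Without 1 array it ran from 0.366 (*hMYC-2* replicate 2) to 1, with 0.42 without *hMYC-1* replicate 2 or 3. On the Fig. 1C genes it was 0.559 as reported, 0.462 with average linkage and 0.278 with all their probe sets.

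Without 1 array, *blnk* ranged from 2.85 to 3.96 (*hMYC-1*) and 4.17 to 4.36 (*hMYC-2*) over *hlk*, and *pax5* from 3.41 to 3.89 and 4.22 to 4.43, where the smaller groups alone raise the smallest exact p. Between *hMYC-2* and *hMYC-1*, *blnk* ranged from 0.31 without *hMYC-1* replicate 3 to 1.41 without replicate 1, where the exact p was 0.0238, and *pax5* from 0.44 without *hMYC-1* replicate 3 to 0.92, and *pax5* was 0.63 with the housekeeping shift and 0.29 with the mean of its probe sets, both past 0.05 no longer. The relation of B and T lineage levels was r = −0.0271 over the 10 *hMYC* arrays and −0.751 within *hMYC-2* (exact permutation p = 0.0556) with the median over genes, and −0.859 and 0.326, close to the values with the mean, over probe sets above the array median. Levels up to 5.68, the highest tag control, limit in the same way every named gene that is low in 1 group, among them *pax5*, *blnk*, *ncf1*, *igl1c1*, *cd81a*, *btk*, *spi1b*, *sptbn1*, *irs2a*, *lmo2*, *prkcha* and *syk* in *hlk* and *wnt11*, *cdh2*, *sv2bb*, *gata3* and *vav3b* in *hMYC* ALL, and leave *camk2d1* and *camk2d2* unmeasured.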

Differences from the paper's values

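The distance to the mean of the *hlk* arrays was chosen only after the clustering was seen, as was the comparison of names in Fig. 1D after the values, and the other tests of this part were planned.

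The paper's Fig. 1B gives 170 genes over-expressed in *hMYC* ALL against *hlk*, where 1283 named genes were higher in limma's test, and the paper's 120 in both groups stand beside 834 here. The figure prints about 10 only in *hMYC-1* and about 40 only in *hMYC-2* (Fig. 1B, read by eye), against 136 and 313 here. The paper's methods give a local false discovery rate under 0.05 and name no fold minimum in the text, and the thresholds here are an adjusted p under 0.05. Of the 22 alternatives set before the data were examined, none brings any of these 4 counts within the paper's. The shrinkage t and local false discovery rate that the methods name were written here from the published formulas. With them the counts were 535, 302, 156 and 77, and with a 2-fold minimum 567, 378, 57 and 132, in the same order. This shrinkage t thus gave more genes only in *hMYC-1* than only in *hMYC-2*, the reverse of the figure. For the means of *pax5* and *blnk* in the 3 groups, no value in the planned setting was both beyond the spread and over 1.5-fold from Fig. 1D under the same name, although *blnk* in *hlk* and *pax5* in *hMYC-2* were beyond the spread. The mean of the *pax5* probe sets was both in all 3 groups (5.14, 7.01 and 7.30), as was *pax5* in *hMYC-1* without replicate 3 (8.58) and *blnk* in *hMYC-1* without replicate 1 (7.34).

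The values that Fig. 1D shows under *blnk* are those of *pax5* here, and those under *pax5* are those of *blnk* here. In *hMYC-1* the points under *blnk* run from about 7.5 to about 8.9 (Fig. 1D, read by eye), where *pax5* here runs from 7.51 to 8.94 and *blnk* from 6.33 to 9.65. Those under *pax5* run from about 6.3 to about 9.6 (Fig. 1D, read by eye). The group means of the figure lie within 0.09 of the other gene's means here, and up to 0.48 (*blnk*) and 0.41 (*pax5*) from those of the same name. This was seen after the values were compared, and which naming is right was not tested.

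The paper places *blnk* and *syk* among genes over-expressed only by *hMYC-2* ALL. Here *blnk* also passed in *hMYC-1* against *hlk* (at least 2.24, limma's adjusted p = 0.000617), also with the shrinkage t, and so did *pax5*, so that this holds under either naming. *syk* passed in *hMYC-1* as well (limma's adjusted p = 0.0306, with a mean within background), but not with the shrinkage t of the study (local false discovery rate 0.728), with array weights, in a fit of the 2 groups alone, or without *hMYC-1* replicate 1 or 2 or any 1 of the *hlk* arrays, and in these settings *syk* passes only in *hMYC-2*. Neither gene passed in limma between *hMYC-2* and *hMYC-1* (adjusted p = 0.518 and 0.151), while for *syk* the exact permutation p was 0.0286 and the exact Mann–Whitney p 0.0381, neither adjusted for the number of genes.

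The paper describes the 4 *hMYC-1* ALL as those closest to *hlk*. By distance on the 1000 probe sets with the highest variance, replicates 3 and 4 were the closest (73.5 and 77.6), while replicates 1 and 2 (83.2 and 83.3) lay among the *hMYC-2* ALL, of which 5 of 6 were at 82.5 to 86.3. The clustering itself placed all 4 together.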

Other observations

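The lists and tests of this part were planned, and which list results to describe was chosen after the results were seen.

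Genes of protein and nucleotide synthesis that MYC is known to drive were higher in both *hMYC* groups than in *hlk*. Of 49 measured MYC target and ribosome biogenesis genes, 25 rose and 2 fell in *hMYC-1* and 27 rose and 2 fell in *hMYC-2*, and 31 and 3, and 31 and 2, when adjusted over the list alone (camera's adjusted p = 1.34e-08 and 5.59e-10, and adjusted p = 0.0938 and 0.058 with an estimated correlation). *eif4ebp1*, which encodes a repressor of translation initiation, rose by 1.50 (log2, standard error 0.15, limma's adjusted p = 1.27e-05) and 1.74 (adjusted p = 1.32e-06), and *ppat*, an enzyme gene of purine synthesis, by 1.43 and 1.61 (adjusted p = 9.52e-06 and 1.25e-06). *bop1*, a ribosome biogenesis gene, went the other way and fell by 1.31 and fell by 1.37 (adjusted p = 1.96e-05 and 5.15e-06). *shmt2*, which the paper measures by other assays, read 5.73, 5.91 and 5.81 in *hlk*, *hMYC-1* and *hMYC-2* (limma's adjusted p = 0.334 and 0.652). Cytosolic ribosomal protein genes did not move as a list (2 and 3 of 62 higher, none when adjusted over the list alone, camera's adjusted p = 0.0918 and 0.124), nor did replication genes (of 33, 1 lower in *hMYC-1* and none in *hMYC-2*, none in either when adjusted over the list alone, adjusted p = 0.12 and 0.237, though the list passed as lower in *hMYC-2* with the replicate number as a block). Of 33 mitotic genes, 2 rose in *hMYC-1* against *hlk*, among them *cdc20* (1.01, limma's adjusted p = 0.00395), and 1 when adjusted over the list alone (camera's adjusted p = 0.0049, and adjusted p = 0.911 with an estimated correlation). The list's levels of 0.03 to 0.71 in *hMYC-1* overlapped those of −0.73 to 0.70 in *hlk*. None changed in *hMYC-2* (camera's adjusted p = 0.487).

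Interferon response genes leaned lower in both groups. Of 12 measured, 5 fell and none rose in *hMYC-1* and 5 fell and 1 rose in *hMYC-2*, and 7 fell, and 8 fell and 1 rose, when adjusted over the list alone (camera's adjusted p = 0.00122 and 0.0152, and adjusted p = 0.178 and 0.372 with an estimated correlation). Those of the immunoproteasome, which trims peptides for MHC class I, were among them: *psmb9a* fell by 2.31 and fell by 2.39 (limma's adjusted p = 2.23e-05 and 6.59e-06), *psmb12* fell by 1.48 and fell by 1.34 (adjusted p = 1.35e-05 and 1.26e-05) and *psmb8a* fell by 1.28 and fell by 1.23 (adjusted p = 0.000584 and 0.000351). MHC class II genes had 2 of 7 higher in each group, *cd74a* and *cd74b*, with 2 and 3 when adjusted over the list alone (camera's adjusted p = 0.0364 and 0.0623, and adjusted p = 0.144 and 0.249 with an estimated correlation). Both *cd74* genes also lie in the B lineage list. Of 22 genes of the unfolded protein response and secretion, 5 rose and 3 fell in *hMYC-1* and 8 rose and 3 fell in *hMYC-2*, and 5 and 4, and 8 and 3, when adjusted over the list alone (camera's adjusted p = 0.771 and 0.0369, and adjusted p = 0.911 and 0.458 with an estimated correlation). The chaperone gene *dnajb11* rose by 2.01 and 2.64 (limma's adjusted p = 4.69e-05 and 1.72e-06), and *edem1*, of protein degradation at the endoplasmic reticulum, fell by 1.91 and fell by 1.70 (adjusted p = 2.32e-06 and 2.54e-06). Of 25 immediate early and dissociation stress genes, 2 rose and 2 fell in *hMYC-1* and 8 rose and 1 fell in *hMYC-2*, and 2 and 2, and 11 and 1, when adjusted over the list alone (camera's adjusted p = 0.517 and 3.78e-05, and adjusted p = 0.372 for the latter with an estimated correlation). The one lower in *hMYC-2* was *hspa8*, a heat shock cognate gene, which fell by 0.63 (limma's adjusted p = 0.000133).

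Markers of other cell types moved little as lists against *hlk*. *ncf1* belongs to the neutrophil list, of which 2 of 11 rose and 2 fell in *hMYC-1* and 2 rose and 1 fell in *hMYC-2* (camera's adjusted p = 0.658 and 0.237). In *hMYC-2*, 4 of 20 skin and epithelium genes fell (1 when adjusted over the list alone, adjusted p = 0.0237, and adjusted p = 0.636 with an estimated correlation), where *hlk* replicate 1 held the highest level, and 1 fell in *hMYC-1* (adjusted p = 0.134). For *hMYC-1* and *hMYC-2* in turn, camera's adjusted p was 0.836 and 0.252 for macrophages and monocytes (1 and 4 of 12 lower), 0.836 and 0.91 for erythroid cells (1 of 15 lower in each), 0.83 and 0.532 for NK cells (none of 3 past), 0.848 and 0.732 for thrombocytes (none of 6 past), 0.695 and 0.237 for skeletal muscle (1 of 25 higher in each, 1 and 3 lower), 0.106 and 0.121 for hepatocytes (1 and 4 of 20 lower), 0.106 and 0.0637 for exocrine pancreas and intestine (1 and 3 of 18 lower), 0.691 and 0.248 for ovary (1 of 11 lower in each), 0.771 and 0.232 for fibroblasts and endothelium (1 of 10 lower in each) and 0.517 and 0.154 for kidney tubule (1 and 3 of 6 lower). Among the remaining lists, glycolysis had 5 of 23 higher and 4 lower in each group (adjusted p = 0.691 and 0.732), oxidative phosphorylation 3 and 4 of 50 higher and 7 and 5 lower (adjusted p = 0.691 and 0.805), and the lymphoblast list 2 of 15 higher in each and 3 and 4 lower (adjusted p = 0.658 and 0.426).

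Genes that the paper measures by other assays in other fish read as follows on these arrays. *rag1*, of antigen receptor rearrangement, read 9.06 ± 3.10 (S.D., n = 3) in *hlk*, 7.25 ± 0.84 (n = 4) in *hMYC-1* and 5.26 ± 0.65 (n = 6) in *hMYC-2*. It fell by 3.80 in *hMYC-2* against *hlk* (limma's adjusted p = 0.0124), though arrays overlapped and the exact permutation p was 0.0714. The size hangs on *hlk* replicate 1, within background at 5.50 against 11.16 and 10.53 in replicates 2 and 3: without it the fall was 5.58, and without replicate 2 or 3 it no longer passed (2.75 and 3.07, limma's adjusted p = 0.0682 and 0.0633), nor did it with the shrinkage t of the study. *hMYC-2* and *hMYC-1* differed by −1.98 (limma's adjusted p = 0.432, exact permutation p = 0.019), with 2 of the 6 *hMYC-2* arrays above background. *rag2* read 6.64 ± 1.44, 7.66 ± 0.39 and 7.24 ± 1.08 in the 3 groups (limma's adjusted p = 0.365 and 0.541 against *hlk*). *lmo2* rose from within background in *hlk* by at least 0.50 in *hMYC-1* (limma's adjusted p = 1.03e-05), passed in *hMYC-2* with a mean of 5.58 within background (adjusted p = 3.63e-05) and differed by −0.59 between *hMYC-2* and *hMYC-1* (adjusted p = 0.321). *cxcr4b* rose by 2.51 and 3.19 over *hlk* (limma's adjusted p = 3.07e-06 and 1.33e-07). *lck*, *il7r*, *cd79a*, *cd79b*, *ighz*, *ighd*, *cd4-1* and *cd8a* were not analysed here.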
